# Transcriptome analysis in *Hevea brasiliensis* latex revealed changes in hormone signalling pathways during ethephon stimulation and consequent Tapping Panel Dryness

**DOI:** 10.1038/s41598-018-26854-y

**Published:** 2018-05-31

**Authors:** Pascal Montoro, Shuangyang Wu, Bénédicte Favreau, Eva Herlinawati, Cécile Labrune, Marie-Laure Martin-Magniette, Stéphanie Pointet, Maryannick Rio, Julie Leclercq, Sigit Ismawanto, Kuswanhadi

## Abstract

Tapping Panel Dryness (TPD) affects latex production in *Hevea brasiliensis*. This physiological syndrome involves the agglutination of rubber particles, which leads to partial or complete cessation of latex flow. Latex harvesting consists in tapping soft bark. Ethephon can be applied to stimulate latex flow and its regeneration in laticifers. Several studies have reported transcriptome changes in bark tissues. This study is the first report on deep RNA sequencing of latex to compare the effect of ethephon stimulation and TPD severity. Trees were carefully selected for paired-end sequencing using an Illumina HiSeq 2000. In all, 43 to 60 million reads were sequenced for each treatment in three biological replicates (slight TPD trees without ethephon stimulation, and slight and severe TPD trees with ethephon treatment). Differentially expressed genes were identified and annotated, giving 8,111 and 728 in response to ethephon in slight TPD trees and in ethephon-induced severe TPD trees, respectively. A biological network of responses to ethephon and TPD highlighted the major influence of metabolic processes and the response to stimulus, especially wounding and jasmonate depression in TPD-affected trees induced by ethephon stimulation.

## Introduction

Natural rubber produced by *Hevea brasiliensis* accounts for more than 40% of rubber consumption worldwide. With more than 10 million hectares, rubber cultivation and its industry play an important socio-economic role in rubber producing countries. Natural rubber is synthesized in laticifers, which form an articulated network of anastomosed latex cells. Latex containing natural rubber is collected by tapping the bark of rubber trees. Latex is the cytoplasm of laticifers. Ethylene induces several metabolic pathways in latex. For certain *Hevea* clones, the application of ethephon, an ethylene releaser, stimulates latex regeneration between two tappings and latex flow after tapping, hence latex production. The growing demand for natural rubber prompts farmers to use quick-starter clones and intensive harvesting systems, which have led to increasingly large losses in rubber production. The physiological syndrome called Tapping Panel Dryness (TPD) is responsible for an estimated 12 to 20% loss in rubber production^1^, which could increase in a context of climate change.

Environmental and harvesting stresses can lead to oxidative stress in laticifers and consequently to TPD induction^2^. A lutoid is a single-membrane microvacuole with lysosomal characteristics. Lutoidic NAD(P)H oxidase is a major source of superoxide anion species in latex (Chrestin *et al*. 1984). This production of reactive oxygen species (ROS) induces peroxidatic degradation of the unsaturated lipids of the membrane. Such lutoid instability leads to the release of lutoid proteins in cytosol and promotes rubber particle agglutination^3^. Under exacerbated conditions, an irreversible type of TPD, called brown bast (BB), occurs. This form is related to deformation of the bark due to thylosoid formation, lignified gum, and abnormal division of parenchyma cells, and may be related to a cyanogenesis process^4,5^. These two types of TPD were recently called ROS-TPD and BB-TPD^6^. TPD, trunk phloem necrosis, brown bast, dry bark, etc. show the same anatomical symptom^4^. However, these syndromes might be related to different stress origins such as rootstock-scion incompatibility^7^, soil compaction, and environmental or harvesting stress^8^.

Numerous molecular studies have led to the identification of TPD-regulated genes, such as *HbMyb1, HbTOM20* and *HbTCTP1*^3,9–16^. Differential transcript abundance was observed for twenty-seven candidate genes, related to TPD occurrence, in latex and phloem tissues for ROS-scavenging, ethylene biosynthesis and signalling genes^6^. The technologies used in these previous studies led to partial identification of genes associated with TPD occurrence. More recently, the technology of RNA sequencing has opened up new perspectives for a full comprehensive analysis of TPD through a transcriptome comparison between TPD-free and TPD-affected trees. Given the stoppage in latex flow, deep sequencing of RNA has focused solely on bark tissues of severe TPD-affected trees. These analyses notably revealed a down-regulation of genes related to rubber biosynthesis^17^ as well as jasmonate production^18^. A few studies have attempted to analyse latex from early TPD-affected trees. The first one revealed post-transcriptional regulation with both RNA degradation and a shift in miRNA biogenesis^19^. The second suggested differential expression of proteins related to rubber biosynthesis, the reactive oxygen metabolism and cell apoptosis^20^.

This paper sets out to provide new insight into the molecular regulatory mechanism of ethephon-induced TPD in latex and to identify a set of differentially expressed genes associated with ethephon-induced TPD occurrence. The study identified a set of differentially expressed genes associated with TPD occurrence. Several earlier publications tried to study TPD, but at the last stage of TPD. They therefore only obtained 100% TPD-affected trees and had to study bark tissue. The novelty of our study is to carefully monitor the onset of the syndrome and manage to select trees with slight and severe TPD symptoms still able to produce some latex. Regular monitoring of the dry cut length (DCL) on the tapping panel revealed that all the trees had a variation in DCL value^6^. High latex viscosity in a localized part of the bark reduces latex flow. This transient symptom concerns a small proportion of the tapping cut. In contrast, the ROS-TPD type resulting from the physiological fatigue of laticifers concerns a larger share of the tapping cut, which increases regularly over the tapping period and requires a tapping rest of several months for total recovery. Ethephon treatment accelerates the latex metabolism and induces earlier and greater TPD occurrence, especially for rubber clone PB 260 with a high latex metabolism^6^. Firstly, the effect of ethephon was analysed on slight TPD-affected trees. Secondly, slight and severe TPD-affected trees subjected to ethephon stimulation were compared. RNA sequencing was carried out in three biological replicates and a differential expression analysis was carried out. This study identified 728 differentially expressed genes associated with ethephon-induced TPD, 272 of which were specifically regulated by TPD and not by ethephon treatment. When ethephon-induced TPD became established, an overall decrease in gene expression was observed, except for genes related to the GO “stimulus response” term, particularly those related to the wounding and jasmonic acid pathways.

## Results

### RNA sequencing and mapping on the reference transcriptome

Latex flows out from laticifer vessels after tapping soft bark. Latex drops appear instantly on the tapping cut. The dry cut length (DCL) was recorded just after tapping and before latex flowed along the cut. Most trees showed a partial DCL ranging from 0 to 100% (Fig. 1). Slight TPD-affected trees (DCL < 25%, Fig. 1B) were found in trees that were treated and not treated with ethephon. By contrast, severe TPD-affected trees (DCL > 75%, Fig. 1D) were identified only in ethephon-treated trees. The DCL was not strictly stable for each tree due to localized and partial TPD occurrence on the tapping panel (Suppl. Data 1). For that reason, trees were classified as slight or severe TPD depending on the mean DCL over the last 12 months of tapping before sampling (Table 1).

**Figure 1:**
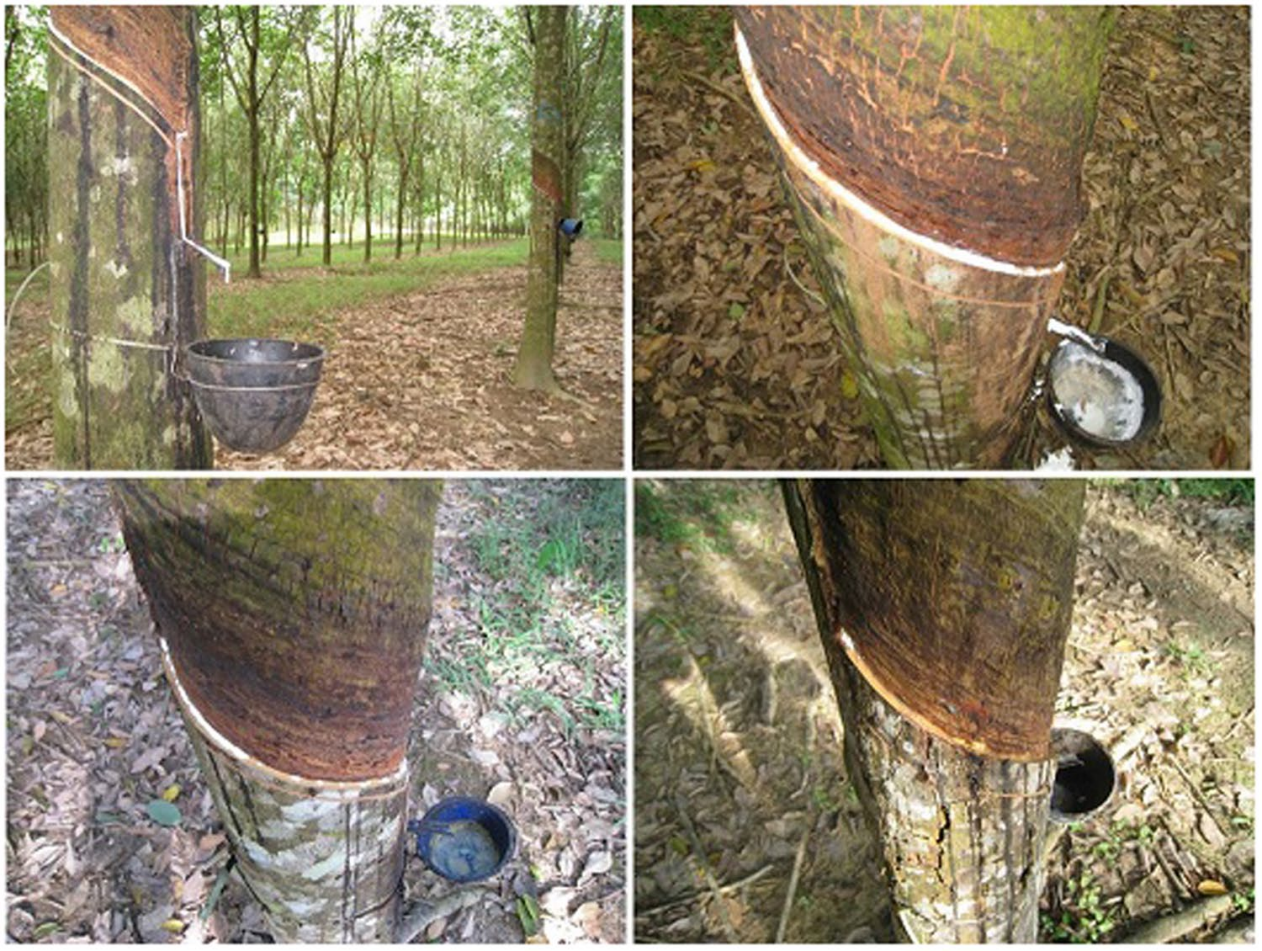
Gradient of Tapping Panel Dryness (TPD) symptoms in *Hevea brasiliensis*. (**A**) Normal latex flow along the entire tapping cut. (**B**) Tapping cut of a healthy tree. (**C**) Tapping cut of a slight TPD-affected tree. (**D**) Tapping cut of severe TPD-affected tree.

**Table 1:** Phenotype of trees selected for the RNA sequencing experiment.

Class of trees	Ethephon treatment (%)	DCL (%)	Tree phenotype
Control, no-ET	0	4	Slight TPD
	0	4	Slight TPD
	0	4	Slight TPD
Slight TPD, ET-treated	2.5	6	Slight TPD
	2.5	15	Slight TPD
	2.5	16	Slight TPD
Severe TPD, ET-treated	2.5	95	Severe TPD
	2.5	80	Severe TPD
	2.5	81	Severe TPD

Trees were tapped every two days for 3 years. Ethephon stimulation was applied 12 times a year. The dry cut length (DCL) was monitored monthly. Trees were considered as slightly affected when DCL < 25% and severely affected by TPD when DCL > 75%.

RNAs from the latex of non ethephon-treated trees (control), and both slight and severe ethephon-induced TPD trees were paired-end sequenced using an Illumina HiSeq 2000. 

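Latex RNA came from 9 trees of clone PB 260, 3 in each group, sampled after 36 months of tapping. Control trees had slight TPD and received no ethephon, while the slight and the severe TPD trees of the other groups received 2.5% ethephon 12 times a year. Each library holds the latex of 1 tree, so the replicates are separate trees. After trimming and removal of ribosomal reads, the authors mapped the reads to the contigs of the reference transcriptome. They counted a pair when both mates lay on the same contig, and left out reads that hit several contigs equally well. The libraries gave 43027844 to 60846742 reads, of which 95.1 to 97.7% were mapped, and the counted pairs made up 72.4 to 75.5% of all pairs. Counted pairs ranged from 18640236 to 22785723 in control trees, from 16102321 to 22030991 in slight TPD trees with ethephon and from 18884906 to 22179786 in severe TPD trees. No pair was counted in these libraries for 18658 of the contigs. The pair counts were taken as deposited and normalized by TMM for the 6 libraries of each comparison. Contigs with a CPM (counted pairs scaled to the library total) of at least 1 in at least 3 of the 6 libraries were tested with edgeR's quasi-likelihood test, and a contig was called at a Benjamini-Hochberg adjusted p under 0.05. Control trees were harvested on a different day from the ethephon-treated trees, so harvest day and ethephon cannot be told apart, whereas slight and severe TPD trees with ethephon shared a day.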

In all, 43 to 60 million reads were obtained for each oriented TRUSeq library (Suppl. Data 2). Trimmed reads were mapped on the rubber clone PB 260 reference transcriptome^21^. Of the 86,941 contigs, 72,910 were previously annotated by BLASTX. Reads were counted for the 86,941 contigs.

### Identification of differentially expressed genes in response to ethephon and TPD severity

A differential analysis was performed for the 86,941 contigs (Suppl. Data 3). Given the importance of small changes in RNA expression^22^, differentially expressed genes (DEGs) were selected when their FDR adjusted *p-value* was lower than 0.05. In latex, 8,111 DEGs were detected in response to ethephon stimulation with a similar number of over-expressed (3883) and under-expressed (4,228) genes (Suppl. Data 4, Table 2).

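With ethephon, 4031 contigs were higher and 4405 were lower in slight TPD trees than in control trees, together 27.6% of the 30522 contigs tested. CL5369Contig2 encodes HMG-CoA reductase 3, an enzyme of the mevalonate pathway that leads to rubber precursors. It rose from 3.54 ± 2.57 to 169 ± 73.4 CPM (SD, n = 3 trees per group), a log2 fold change of 5.58 (standard error 0.65, adjusted p = 0.000523 from edgeR). Contigs CL1Contig5861, CL1Contig16293 and CL1Contig8503, which match the protein kinase WNK4, rose by log2 fold changes of 5.23, 5.07 and 4.90. They may not be separate genes. CL1Contig3258, similar to NADPH-dependent thioredoxin reductase 3, rose by 5.57 on the log2 scale, and CL1409Contig4, a tocopherol methyltransferase of vitamin E synthesis, by 4.86. The ABC transporter contig CL1080Contig4 fell from 8.73 ± 0.855 to 0.809 ± 0.154 CPM, a log2 fold change of -3.43 (standard error 0.25, adjusted p = 9.86e-05 from edgeR). The potassium channel contig CL10139Contig1 had a log2 fold change of -2.99, the nucleolar protein contig CL1038Contig7 of -2.95 and the TRANSPARENT TESTA 12-like transporter contig CL10827Contig3 of -2.70. Contigs CL104Contig15 and CL104Contig16, which encode histidine phosphotransfer proteins of the kind that relay cytokinin signals, fell by 1.96 and 1.76 on the log2 scale. Of the called contigs, 2136 were over 2-fold higher and 2768 over 2-fold lower, and the libraries of the groups did not overlap in 43.8% of tested contigs, where chance gives 10%. Annotation was held only for part of the contigs, namely the first by name in Supplementary Data 3 and the most over-expressed in Supplementary Data 4, so the direction of the latter is not independent evidence. Without slight TPD replicate 3, 2397 contigs were higher and 2757 lower, and without control replicate 2, 2899 were lower.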

**Table 2:** Effect of ethephon and severity of TPD occurrence on the number of differentially expressed genes (DEGs).

Level of expression	Number of DEGs		
	Ethephon vs control (slight TPD trees)	Severe vs slight TPD (ethephon-treated trees)	TPD-specific (ethephon-treated trees)
Over-expressed	3883	97	28
Under-expressed	4228	631	244
Total	8111	728	272

Ethephon-induced TPD-affected trees were identified in the set of ethephon-treated trees only. 

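Between severe and slight TPD trees, all of them treated with ethephon, 40 contigs were higher in severe TPD and 0 were lower by edgeR's quasi-likelihood test over 30061 contigs. An informative annotation was held for 260 tested contigs, some of them from Supplementary Data 4 and not from the held part of Supplementary Data 3. Of the 260 the test called CL10293Contig1, whose best match is a sporulation protein of the bacterium Bacillus megaterium. Its level was 24.7 ± 10.3 CPM in severe TPD and 5.30 ± 0.239 in slight TPD (SD, n = 3 trees per group), a log2 fold change of 2.22 (standard error 0.31, adjusted p = 0.0469 from edgeR). CL25400Contig1, for which no annotation was held, went from 0.0814 ± 0.018 to 15.5 ± 6.70 CPM, a log2 fold change of 7.43 (standard error 0.54, adjusted p = 0.00358 from edgeR). All of the 40 contigs differed by over 2-fold, and all were also called, in the same direction, by edgeR's exact test and by DESeq2's Wald test. In total the exact test called 493 contigs higher and 74 lower and DESeq2 564 higher and 78 lower, and at an unadjusted p under 0.05 the quasi-likelihood test gave 1971 higher and 888 lower, where chance gives 1503 in all. With no count filter, 651 were higher and 101 lower. With the count filter taken over all 9 libraries, an alternative chosen after the data were seen, 1 was higher and 0 lower, and CL10293Contig1 was not called (adjusted p = 0.0752 from edgeR, with a log2 fold change of 2.22; 3.35e-08 to 0.343 over its alternatives). That filter leaves out contigs that reach a CPM of 1 only in the 3 severe TPD trees, so these were not tested under it. Of the 40, however, 25 had enough counts in control and slight TPD trees to be tested for ethephon. Being left out can therefore not be the whole cause of the drop. With all 9 libraries in a single fit, which takes the same filter, 44 contigs were higher and 1 lower. With one tree fewer in a group, leaving out slight TPD replicate 1, 2 or 3 gave 1, 3 and 0 higher contigs, and leaving out severe TPD replicate 1, 2 or 3 gave 4, 74 and 1. Contigs that reach a CPM of 1 only in the severe TPD trees also went untested when a severe TPD tree was left out. Fewer calls can there come from the filter, although without severe TPD replicate 2 the calls rose. When a slight TPD tree was left out such contigs stayed in the test, so the filter does not account for the fewer calls there. The call of CL10293Contig1 was lost without slight TPD replicate 1, 2 or 3 (adjusted p = 0.294, 0.134 and 0.291 from edgeR) and without severe TPD replicate 3 (0.343), with log2 fold changes of 2.24, 2.23, 2.18 and 1.87. That of CL25400Contig1 was lost without slight TPD replicate 1 (adjusted p = 0.124 from edgeR) or 3 (0.0524), with log2 fold changes of 7.54 and 7.47. Its adjusted p from edgeR ran from 6.28e-29 (exact test) to 0.124 over the alternatives in which it was tested. CL25400Contig1 had too few counts to be tested when a severe TPD tree was left out. The same holds for the filter over all 9 libraries and for all 9 libraries in a single fit.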

An analysis of slight and severe TPD-affected trees from the same set of ethephon-treated trees revealed 728 DEGs consisting of 97 over- and 631 under-expressed genes (Suppl. Data 5). Unlike DEGs identified in response to ethephon, 6 times more under-expressed genes than over-expressed genes were identified in trees with severe TPD. 

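Contigs called in both comparisons mostly went in opposite directions. The ABC transporter contig CL1080Contig4, lower with ethephon, was at 2.80 ± 0.432 CPM in severe TPD and 0.812 ± 0.156 in slight TPD (SD, n = 3 trees per group), a log2 fold change of 1.78 (standard error 0.34, adjusted p = 0.112 from edgeR's quasi-likelihood test and 0.00527 from its exact test). For CL104Contig16, the histidine phosphotransfer contig lower with ethephon, the severe to slight log2 fold change was 1.08 (standard error 0.26, adjusted p = 0.2 from edgeR's quasi-likelihood test and 0.0124 from its exact test). CL6558Contig2, similar to the E3 ubiquitin ligase SHPRH, rose with ethephon by 4.59 on the log2 scale. It was at 220 ± 16.2 CPM in severe TPD and 444 ± 106 in slight TPD, a log2 fold change of -1.01 (standard error 0.21, adjusted p = 0.142 from edgeR's quasi-likelihood test and 0.00356 from its exact test). These 3 contigs were called in both comparisons by the exact test but not by the quasi-likelihood test. They were chosen after their values were seen. By the quasi-likelihood test 18 contigs were called in both comparisons, 1 in the same and 17 in opposite directions, and with the count filter over all 9 libraries 0 and 1. All of the 17 were lower with ethephon and higher in severe TPD, where independent calls would share 3.44. Over the 29476 contigs tested in both comparisons, the exact test gave 313 contigs lower with ethephon and higher in severe TPD, against 62.1 for independent calls, and 9 higher in both, against 60.3. A further 53 were higher with ethephon and lower in severe TPD and 5 lower in both, which makes 366 in opposite and 14 in the same direction. The slight TPD libraries enter both fold changes with opposite signs, which the values for independent calls leave out, so part of the excess can come from them. Over 29454 contigs, 63.9% had fold changes of opposite signs with the filter over 9 libraries, against 66.7% in simulated unchanged groups that share these libraries, a value that holds only where ethephon changes nothing. The number of contigs in opposite directions was 1, 1 and 0 without slight TPD replicate 1, 2 and 3, and 3, 48 and 1 without severe TPD replicate 1, 2 and 3.

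**Figure D1:**
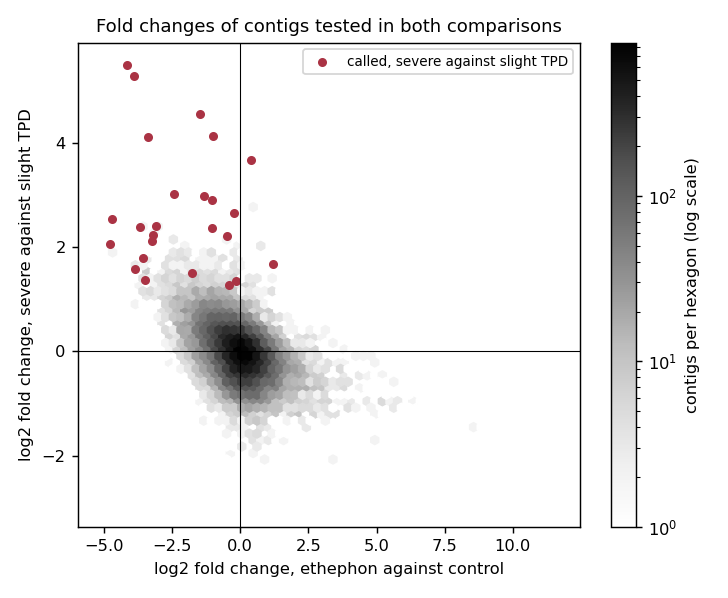
Log2 fold change of severe against slight TPD (vertical axis) and of ethephon against control (horizontal axis) for 29476 contigs tested in both, shaded by contigs per hexagon on a log scale, with contigs called for severe TPD as red points. Of the 25 called contigs that are plotted, 25 lie above 0 on the vertical axis and 23 lie below 0 on the horizontal axis.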

The expression of 456 of these ethephon DEGs (over- and under-expressed) was accentuated in response to TPDfrom ethephon to TPD for both over-expressed and under-expressed genes by ethephon were more highly expressed under TPD as well as for under-expressed genes. Of the 728 DEGs associated with severe TPD, expression of 272 genes was not significantly changed by ethephon treatment in slight TPD trees (Suppl. Data 6). The 272 DEGs were mostly under-expressed (244) rather than over-expressed (28).

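Of the contigs called for severe TPD, 22 were not called in the ethephon comparison, all of them higher in severe TPD. Of these, 15 had too few counts to be tested for ethephon, and 7 were tested and not called. CL10293Contig1 is one of the 7, with a log2 fold change of -0.49 with ethephon (adjusted p = 0.162 from edgeR). CL10026Contig1 encodes a pentatricopeptide repeat protein, a class that binds RNA in organelles. It was at 58.2 ± 21.2 CPM in severe TPD and 23.2 ± 12.7 in slight TPD (SD, n = 3 trees per group), with an adjusted p of 0.284 from edgeR's quasi-likelihood test and 0.0202 from its exact test, and its log2 fold change with ethephon was -0.73 (adjusted p = 0.13 from edgeR). Of 16 tested contigs of the pentatricopeptide repeat list, edgeR's quasi-likelihood test called 0 in severe TPD, also when adjusted over the list alone, and the exact test, DESeq2 and an unadjusted p under 0.05 each gave 1 higher and 0 lower. The quasi-likelihood test gave 0 lower contigs specific to severe TPD, the exact test 171 higher and 16 lower and DESeq2 179 higher and 18 lower. At an unadjusted p under 0.05, 888 contigs were lower in severe TPD, with those called for ethephon included. With the count filter over all 9 libraries 0 contigs were specific to severe TPD. That filter leaves out contigs that reach a CPM of 1 only in the 3 severe TPD trees, so it cannot show whether they differ. The 7 contigs tested for ethephon reach that level in other trees as well, so being left out does not account for these. That a contig passed in one comparison and not in the other was not tested as a difference. Without slight TPD replicate 1, 2 or 3 the specific contigs numbered 0, 2 and 0. Without severe TPD replicate 1, 2 or 3 they numbered 1, 25 and 0. Contigs that reach a CPM of 1 only in the severe TPD trees were not tested when a severe tree was left out.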

A principal component analysis (PCA) of the read data was carried out for 8,111 DEGs. The PCA highlighted the variation between the three types of samples (control, slight TPD trees treated with ethephon, severe TPD-affected trees treated with ethephon) (Suppl. Data 7). The first two components explained 92% of the variability between samples, discriminating between slight and severe TPD trees on the first axis (62%), and slight TPD-affected trees treated or not with ethephon (control), on the second axis (30%). 

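Control trees stood apart from both ethephon-treated groups on the first axis. The mean score on the first axis was -85.1 ± 15.5 in control trees, 59.5 ± 6.19 in slight TPD trees with ethephon and 25.6 ± 9.21 in severe TPD trees (SD, n = 3 trees). On the second axis the means were -4.45 ± 8.58, -16.7 ± 11.6 and 21.2 ± 39.6, so the spread of the severe TPD trees was larger than the distance between groups. The first axis held 71.5% of the variance and the second 11.8%, together 83.3%, over the 8436 contigs called for ethephon. These contigs were selected for a difference between control and slight TPD trees, so the first axis is not independent evidence of that difference, and the selection by itself draws the severe TPD trees towards the control. Counts were normalized over the 9 libraries, log2-transformed after adding 1 and Pareto-scaled. Without severe TPD replicate 2 the second axis held 6.21%, and over all contigs that passed the filter the axes held 40.3 and 24.4%.

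**Figure D2:**
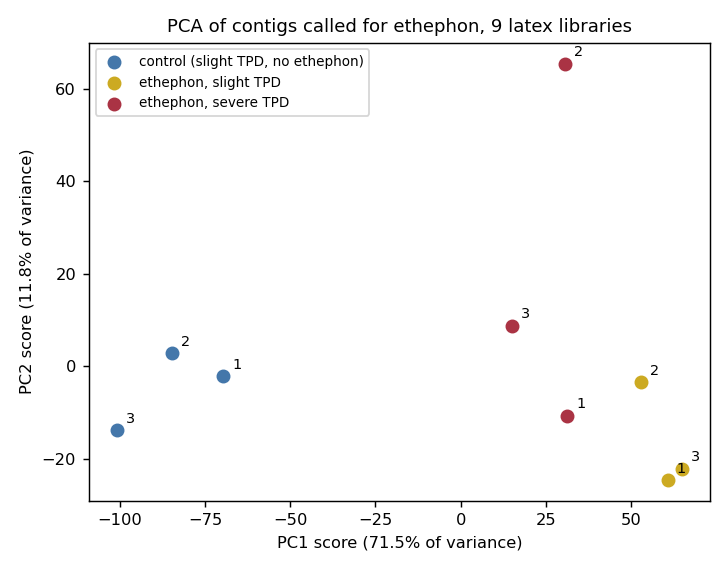
Scores of the 9 latex libraries on the first axis (horizontal) and the second axis (vertical), coloured by group and marked with the replicate number. Control trees lie between -101 and -69.7 on the first axis, ethephon-treated trees between 15.0 and 65.0, and severe TPD replicate 2 lies at 65.5 on the second axis.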

Heatmap hierarchical clustering of the DEGs was used to visualize count distribution in the nine samples (Fig. 2). The samples were clustered by treatment, with two main clusters representing severe and slight TPD trees, the latter being sub-clustered according to ethephon treatment. 

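The control trees formed one of the main clusters, and the 6 ethephon-treated trees, with slight or severe TPD, formed the other. Ward clustering on Euclidean distances over the called contigs gave this division, and so did each of the 12 alternatives of the PCA. Except for the alternative over all contigs that passed the filter, they used the contigs called for ethephon. Those were selected for a difference between control and slight TPD trees, so they are not independent evidence of the division. Severe TPD trees were close to slight TPD trees with ethephon: over 29454 contigs, the mean correlation across contigs of severe TPD replicates 1, 2 and 3 with the slight TPD trees was 0.967, 0.928 and 0.962. Their mean correlation with the other severe TPD trees was 0.951, 0.939 and 0.960, and with the control trees 0.918, 0.886 and 0.932. Contigs are not independent replicates, so no test is given for these correlations.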

The heatmap highlighted specific gene expression patterns for each of the three treatments. Latex samples from control trees without ethephon treatment had a large number of over-expressed genes, while ethephon-treated latex samples revealed overall up-regulation of genes, especially for genes under-expressed in the treatment without ethephon. Conversely, gene expression in latex from ethephon-induced severe TPD trees was mainly under-expressed.

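Most contigs that ethephon had changed lay, in severe TPD trees, between the control level and the slight TPD level. Only called contigs that also passed the count filter over all 9 libraries were placed. Those left out were under a CPM of 1 in most severe TPD trees. Of 3935 placed contigs that rose with ethephon, 76.4% were between these levels in severe TPD and 21.3% were further from the control. The median of these 3935 was 79.2% of the ethephon change. Of 4156 that fell with ethephon, 75.7% lay between and 21.6% further, with a median of 72.8%. These contigs were selected on the slight TPD libraries, which by itself draws other groups back towards the control. Among 32 tested protein kinases and phosphatases, 0 were called by edgeR's quasi-likelihood test and 6 were lower when adjusted over the list alone. The exact test gave 3 lower, DESeq2 4 lower, and an unadjusted p under 0.05 gave 1 higher and 10 lower. CL5585Contig3, similar to protein kinase 2A, was at 5.79 ± 2.69 CPM in severe TPD and 18.3 ± 6.42 in slight TPD (SD, n = 3 trees per group), a log2 fold change of -1.66 (standard error 0.39, adjusted p = 0.183 from edgeR's quasi-likelihood test and 0.00298 from its exact test). CL3663Contig6, similar to a cysteine-rich receptor-like kinase, had a log2 fold change of -1.25 (standard error 0.26, adjusted p = 0.142 from edgeR's quasi-likelihood test and 0.0218 from its exact test), and both were chosen after their values were seen. Of 17 contigs of ubiquitin and proteolysis, 0 were called, 1 was lower when adjusted over the list alone, by the exact test and by DESeq2, and 1 was higher and 2 lower at an unadjusted p under 0.05. No contig was called by the quasi-likelihood test, by the exact test or by DESeq2 among 10 chaperones (unadjusted 1 higher and 2 lower), 8 contigs of the cell wall (unadjusted 3 lower) and 7 of fatty acid synthesis (unadjusted 0), nor when adjusted over the list alone. Of 7 contigs of isoprenoid and rubber synthesis, the quasi-likelihood test called 0, also adjusted over the list alone, and the exact test, DESeq2 and the unadjusted p each gave 1 higher. The kinase, ubiquitin, chaperone, cell wall, fatty acid and isoprenoid lists hold contigs the study chose on these libraries as over-expressed by ethephon, so their direction is not independent evidence. Severe TPD replicate 2 had 433 contigs over 4-fold lower than the other severe TPD trees and 10 over 4-fold higher.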

**Figure 2:**
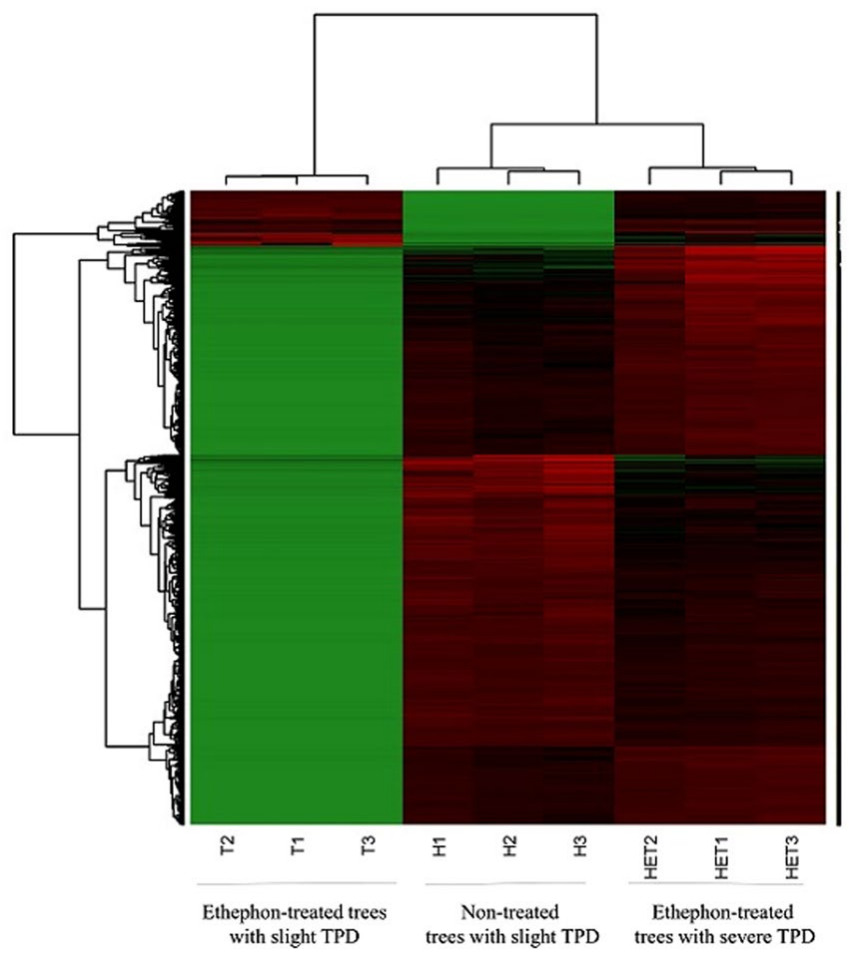
Heatmap hierarchical clustering of the 8,300 contigs based on the count distribution of the nine samples (three biological replicates × three treatments). The treatments are latex from control, slight TPD trees with ethephon stimulation, and latex from severe TPD-affected trees with ethephon stimulation.

### Gene ontology, classification and biological network of response to ethephon and TPD severity

In order to improve the annotation of DEGs, contig sequences were blasted using scaffolds from published genomes as the target^23^. An InterProScan was performed with corresponding peptide sequences from the rubber reference genome. InterProScan GOs were merged to annotation in order to run Blast2GO analyses (Suppl. Data 8). The first two levels of gene ontology (GO) classification were presented for up- and under-expressed genes in response to ethephon and TPD severity (Table 3). A large number of ethephon-regulated DEGs was identified (>500) for the cellular process, metabolic process, binding and catalytic activity GO terms. More GO terms were counted for ethephon over-expressed genes compared to under-expressed genes, except for the “response to stimulus”, “single organism process”, “membrane” and “membrane part” terms. For all the ethephon-regulated genes, most of the GO terms had more than 100 DEGs except for “response to stimulus”, “membrane part”, “organelle part”, “nucleic acid binding transcription factor activity” and “transporter activity”. Ethephon under-expressed genes had fewer GO terms. For ethephon-induced TPD-related DEGs, GO annotation showed that most of the ethephon over-expressed genes participated in the biological process and molecular function. Level 2 GO terms belonged to “biological regulation”, “cellular process”, “metabolic process”, “regulation of biological process”, “binding and catalytic activity”. TPD under-expressed genes were related to most of the GO terms except “nucleic acid binding transcription factor activity” and “transporter activity” in the molecular function group.

**Table 3:** Number of Differentially Expressed Genes (DEGs) for the first two levels of Gene Ontology (GO) for over- and under-expressed genes, in response to ethephon and severity of ethephon-induced TPD.

GO Name		Number of DEGs			
		Ethephon vs control		Severe vs slight TPD	
Level 1	Level 2	Over-expressed	Under-expressed	Over-expressed	Under-expressed
Biological process	biological regulation	187	135	11	37
	cellular process	740	472	24	110
	localization	111	99	4	35
	metabolic process	768	571	28	143
	regulation of biological process	182	129	11	37
	response to stimulus	0	86	4	27
	single-organism process	305	317	9	84
Cellular component	cell part	355	158	2	48
	cell	355	158	2	48
	membrane part	72	95	0	22
	membrane	121	149	4	39
	macromolecular complex	209	48	0	14
	organelle	257	99	2	34
	organelle part	96	35	0	10
Molecular function	binding	912	768	27	183
	catalytic activity	589	583	23	143
	nucleic acid binding transcription factor activity	0	0	6	0
	transporter activity	0	0	3	0

A network analysis was carried out for the four DEG groups. For DEGs over-expressed by ethephon, biological processes including “metabolic process” (primary metabolism, macromolecule, protein, etc.), and “response to stimulus” (hormone, abiotic, biotic, oxidative stress) were overrepresented (Fig. 3, Suppl. Data 9). 

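Contigs on the lists of jasmonate synthesis, defence, antioxidants, protein kinases, the cell wall and chaperones were among those that rose with ethephon. All 6 tested contigs of jasmonate synthesis rose. Allene oxide synthase, which makes the precursor of the jasmonate ring, matches CL1Contig911, which rose from 2.15 ± 1.84 to 119 ± 48.6 CPM (SD, n = 3 trees per group), a log2 fold change of 5.76 (standard error 0.57, adjusted p = 0.00027 from edgeR). The phospholipase A1-like contig CL1Contig21396 and the lipoxygenase 6-like contig CL1554Contig7, which act earlier in the pathway, rose by log2 fold changes of 3.94 and 3.85 (standard errors 0.59 and 0.32). Of 12 defence and wounding contigs 9 rose, among them CL1Contig16711, similar to the activator PTI6 of pathogenesis-related genes, by 4.14 and CL10377Contig1, similar to salicylic acid-binding protein 2, by 3.73 on the log2 scale. Of 10 contigs of reactive oxygen and antioxidants 8 rose (9 when adjusted over the list alone), among them polyamine oxidase CL6443Contig3 with a log2 fold change of 4.20 and glutathione S-transferase CL10376Contig1 with 1.75. Of 29 protein kinases and phosphatases 19 rose and 4 fell, of 8 cell wall contigs 7 rose, with 4.26 for expansin CL20361Contig1 and 4.20 for arabinogalactan peptide CL1Contig21422, and of 9 chaperones 4 rose. Apart from the kinases, edgeR's quasi-likelihood test, its exact test and DESeq2 called 0 lower in these lists, and 1 defence contig was lower at an unadjusted p under 0.05. Adjusted over the list alone, the counts of the other lists were the same. The study chose 5 of the jasmonate, 9 of the defence, 6 of the antioxidant, 17 of the kinase, 7 of the cell wall and 2 of the chaperone contigs as over-expressed on these libraries, so their counts are not independent evidence of direction. Of the tested contigs taken by name alone, 1 of 1 of jasmonate synthesis, 0 of 3 of defence, 2 of 4 of antioxidants, 0 of 1 of the cell wall and 2 of 7 chaperones rose, while of 12 kinases and phosphatases 2 rose and 4 fell.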

For DEGs under-expressed by ethephon, similar functions were reversely regulated (Fig. 4, Suppl. Data 10). 

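A terpene synthase, a squalene epoxidase, a pentatricopeptide repeat protein, a casein kinase subunit and an acyl carrier protein were among the contigs lower with ethephon. The terpene synthase contig CL10436Contig1 fell by 2.17 on the log2 scale (standard error 0.35), and CL1037Contig4, a squalene epoxidase of sterol synthesis, from 22.9 ± 1.53 to 10.8 ± 3.08 CPM (SD, n = 3 trees per group, adjusted p = 0.00719 from edgeR). Of 7 tested contigs of isoprenoid and rubber synthesis 2 rose and 3 fell, or 2 and 5 when adjusted over the list alone, and the study had chosen the 2 that rose as over-expressed on these libraries. The pentatricopeptide repeat contig CL1040Contig1 fell from 193 ± 12.9 to 98.8 ± 8.53 CPM (adjusted p = 0.00313 from edgeR), and of 16 contigs of its list 1 rose and 2 fell, also when adjusted over the list alone. CL1084Contig3, similar to the catalytic alpha subunit of casein kinase II, fell from 90.5 ± 3.51 to 48.9 ± 2.21 CPM (adjusted p = 0.00299 from edgeR). Of 6 contigs of fatty acid synthesis 1 rose and 1 fell, also when adjusted over the list alone, and the one that rose was chosen by the study. The one that fell was CL103Contig4, an acyl carrier protein, with a log2 fold change of -0.88 (standard error 0.20, adjusted p = 0.0111 from edgeR). Its call was lost without slight TPD replicate 3 (adjusted p = 0.0597 from edgeR; 0.000212 to 0.0597 over its alternatives), with a log2 fold change of -0.75.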

For DEGs over-expressed in severe ethephon-induced TPD, a much smaller number of genes was significantly annotated (Fig. 5, Suppl. Data 11). A few DEGs, related to response stimulus with, in particular, jasmonic acid, chitin, wounding and fungus, were still activated. 

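Among 13 tested contigs of defence and wounding, the one nearest to a call in severe TPD was CL1Contig17062, a beta-1,3-glucanase, an enzyme that breaks down glucans of fungal cell walls. It was at 19.7 ± 7.45 CPM in severe TPD and 6.79 ± 3.65 in slight TPD (SD, n = 3 trees per group), a log2 fold change of 1.55 (standard error 0.46, adjusted p = 0.289 from edgeR's quasi-likelihood test and 0.0252 from its exact test). The same contig rose with ethephon by 3.75 on the log2 scale (adjusted p = 0.00158 from edgeR). The paper's log2 column for severe TPD has the opposite sign to its own group means in 751 of 751 held contigs. On that sign, over-expressed stands for a lower count in severe TPD, opposite to the direction of CL1Contig17062. The quasi-likelihood test called 0 of the 13, also when adjusted over the list alone, the exact test and DESeq2 each called 1 higher, and 2 were higher and 2 lower at an unadjusted p under 0.05. The study chose 9 of the 13 as over-expressed by ethephon on these libraries, so the list is not independent evidence of direction.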

Some genes related to the regulation of the biological process were also activated, in particular the regulation of response to stimulus and metabolic processes. For the last ethephon-induced TPD under-expressed DEG group, a very small number of DEGs was classified: GO terms were related to “response to stimulus” (stress and abiotic), “developmental process” and “secondary metabolic process” (phenylpropanoid metabolic process) (Fig. 6, Suppl. Data 12).

**Figure 3:**
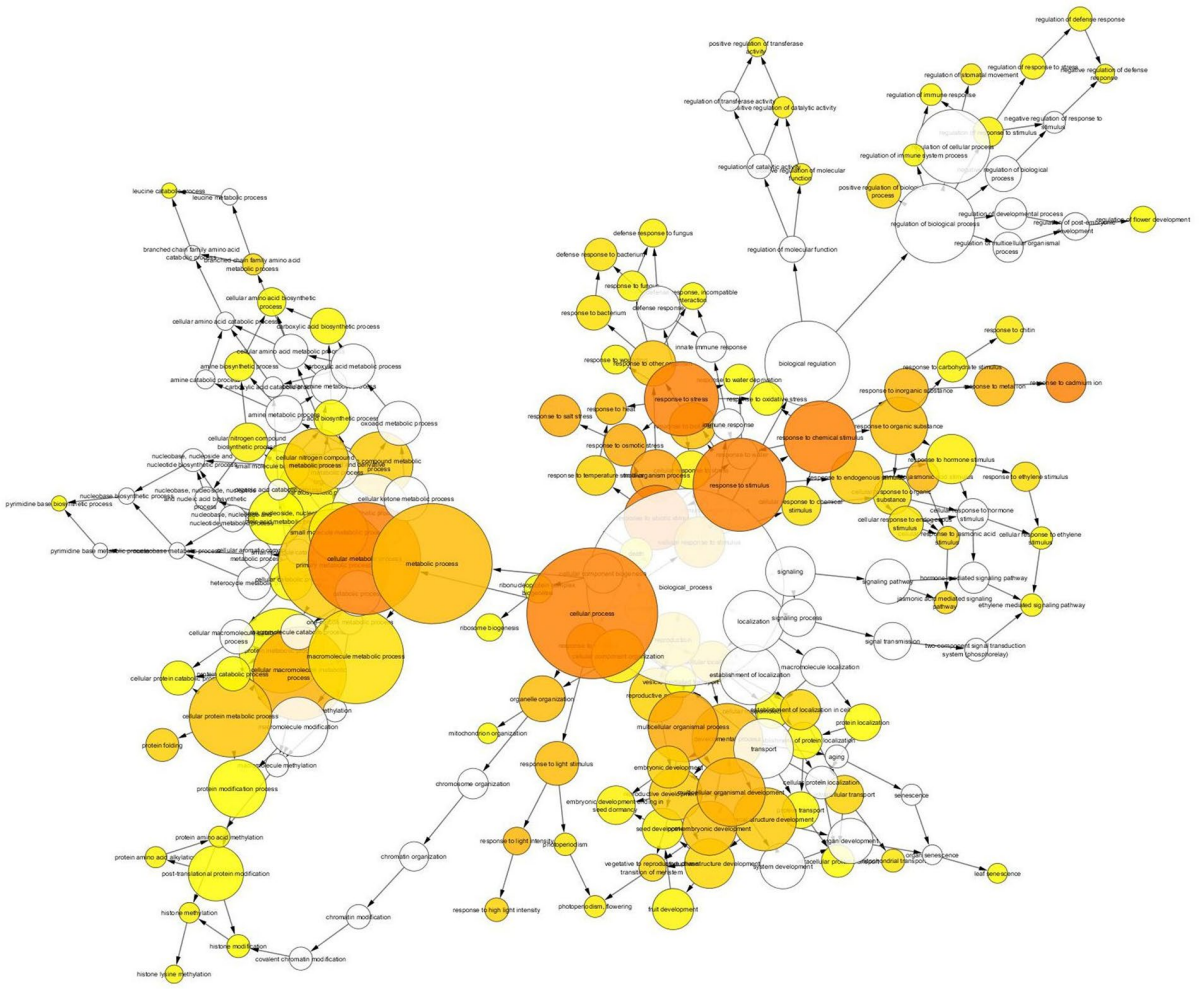
BINGO network analysis using Cytoscape 3.4.0 for DEGs over-expressed by ethephon. The colour of the nodes represents the significance of the over-representation, with a colour scale ranging from yellow at a p-value of 0.05 to dark orange at a p-value corresponding to 5 orders of magnitude smaller than the significance level (10^−5^ × 0.05).

**Figure 4:**
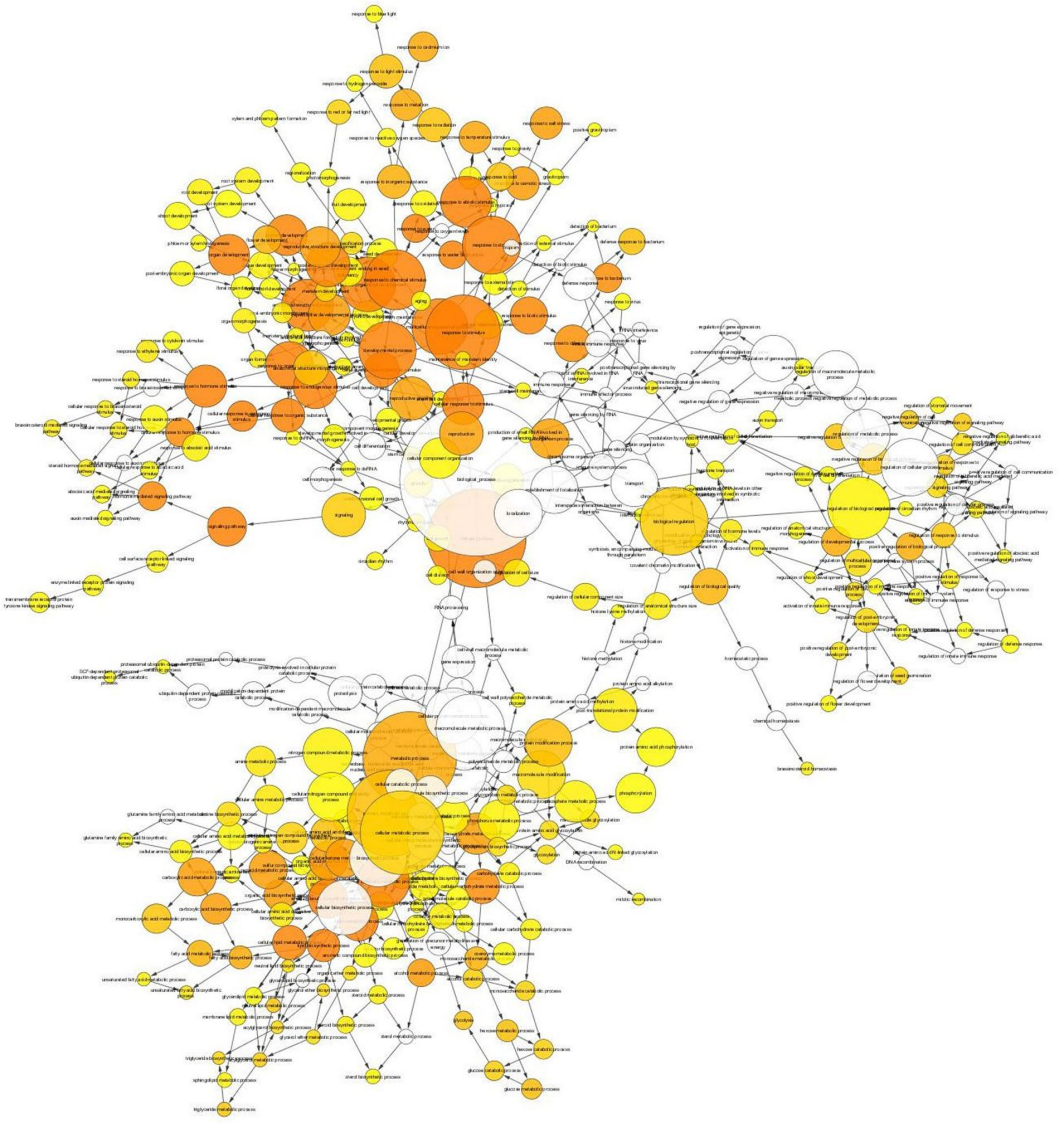
BINGO network analysis using Cytoscape 3.4.0 for DEGs under-expressed by ethephon. The colour of the nodes represents the significance of the over-representation, with a colour scale ranging from yellow at a p-value of 0.05 to dark orange at a p-value corresponding to 5 orders of magnitude smaller than the significance level (10^−5^ × 0.05).

**Figure 5:**
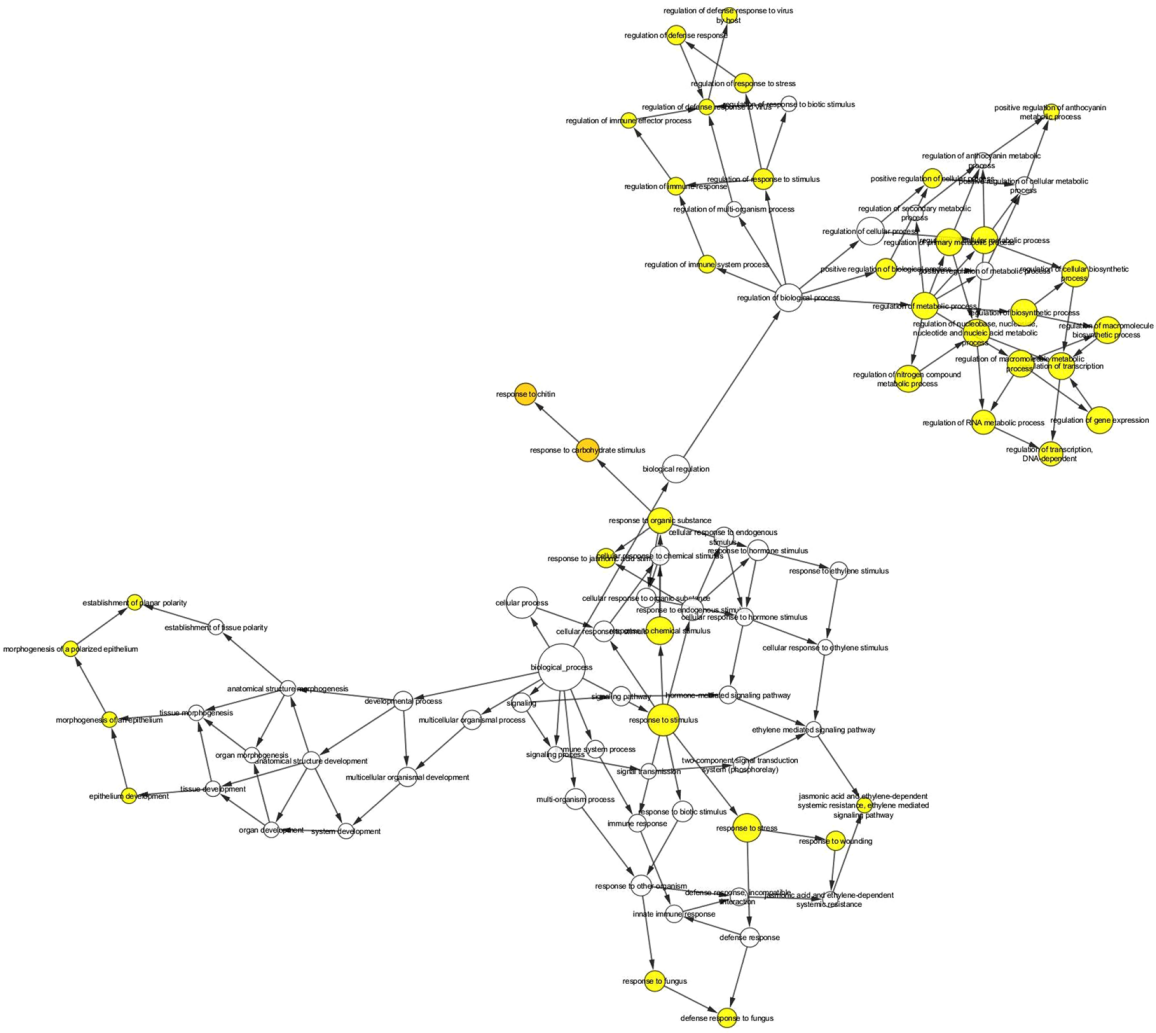
BINGO network analysis using Cytoscape 3.4.0 for DEGs over-expressed in severe TPD. The colour of the nodes represents the significance of the over-representation, with a colour scale ranging from yellow at a p-value of 0.05 to dark orange at a p-value corresponding to 5 orders of magnitude smaller than the significance level (10^−5^ × 0.05).

**Figure 6:**
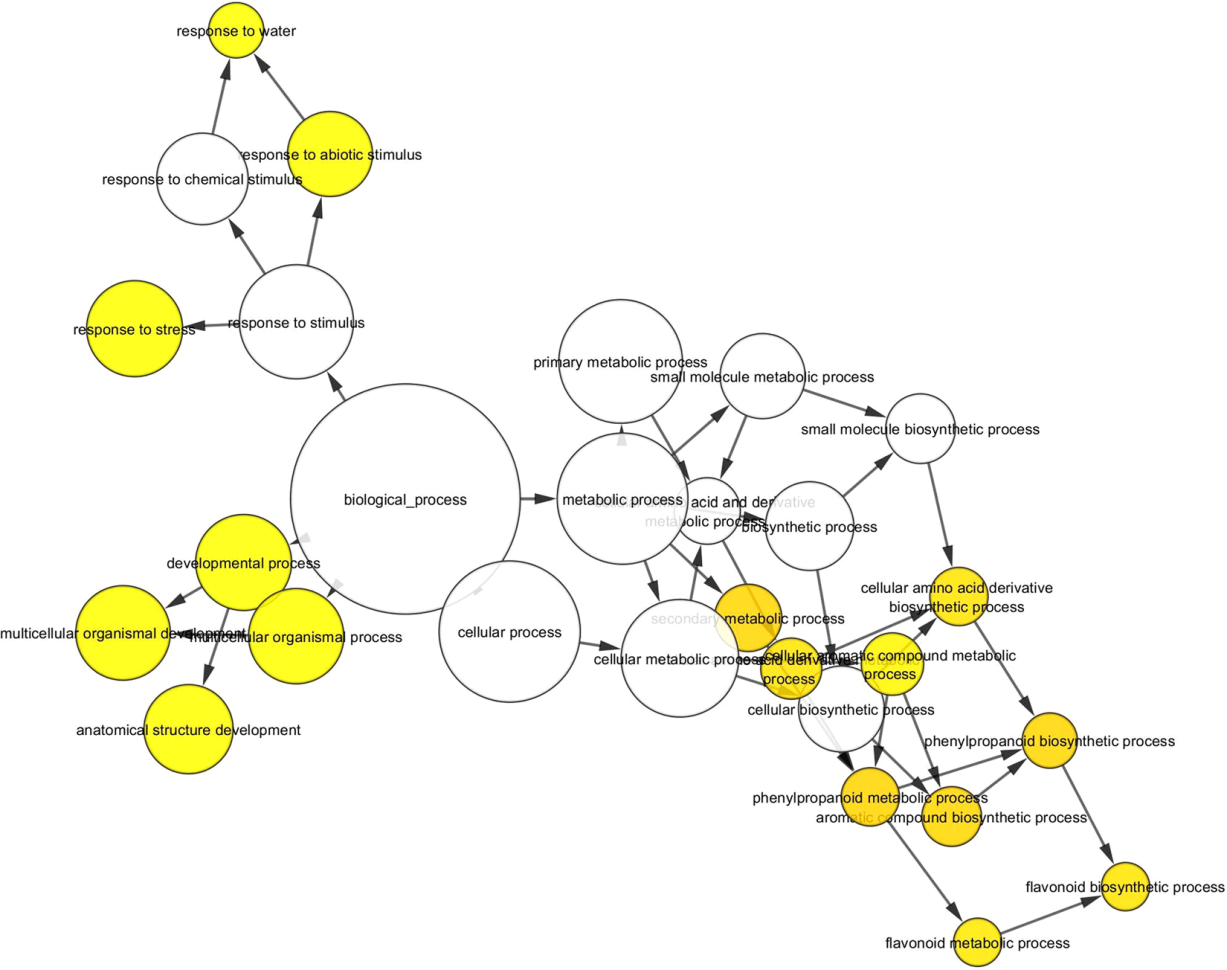
BINGO network analysis using Cytoscape 3.4.0 for DEGs under-expressed in severe TPD. The colour of the nodes represents the significance of the over-representation, with a colour scale ranging from yellow at a p-value of 0.05 to dark orange at a p-value corresponding to 5 orders of magnitude smaller than the significance level (10^−5^ × 0.05).

### Identification and regulation of DEGs encoding transcription factors in response to ethephon and severity of TPD

Transcription factors are crucial regulators of gene expression. They were extracted from the two classes of ethephon-induced TPD treatments in Supplementary Data 13 and 14, respectively. They were classified according to their membership of the 13 most represented families of transcription factors (Table 4). The top five families in response to ethephon treatment were Ethylene Response Factors (ERF; 39 contigs), followed by Auxin Response Factor (ARF; 33 contigs), WRKY (31 contigs), Homeobox superfamily (31 contigs) and bHLH (29 contigs). In addition, WRKY (4 contigs), Myb (2 contigs), bHLH (2 contigs), ERF (1 contig) and MYC (1 contig) were the top ten most over-expressed genes in response to ethephon treatment (Supplementary Data 13). 

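Contigs of the WRKY, MYB, bHLH, ERF and MYC families were among those that rose with ethephon. CL8780Contig3, similar to WRKY40, rose from 8.77 ± 1.21 to 209 ± 34.1 CPM (SD, n = 3 trees per group), a log2 fold change of 4.57 (standard error 0.22, adjusted p = 4.26e-05 from edgeR), and CL18582Contig1, similar to WRKY22, by 4.63 on the log2 scale. CL1Contig10832, similar to bHLH147, rose from 57.1 ± 17.5 to 892 ± 175 CPM, and all 4 tested bHLH contigs rose. CL8139Contig1, similar to ERF112, rose from 10.5 ± 2.37 to 147 ± 12.6 CPM. The ZAT5-like zinc finger contig CL15911Contig1 rose by 5.34 on the log2 scale, and the homeobox contig CL1071Contig3 by 1.64. Of 35 tested transcription factors on the list, 19 rose and 2 fell (20 and 2 when adjusted over the list alone). The study chose 18 of the 35 as over-expressed on these libraries and all 18 rose, which is not independent evidence of direction, and of the 17 taken by name alone 1 rose and 2 fell. By family, 2 of 3 WRKY, 2 of 2 MYB, 4 of 4 bHLH, 1 of 1 ERF, 1 of 1 MYC, 1 of 2 homeobox, 1 of 2 NAC and 3 of 3 zinc finger contigs rose.

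**Figure D3:**
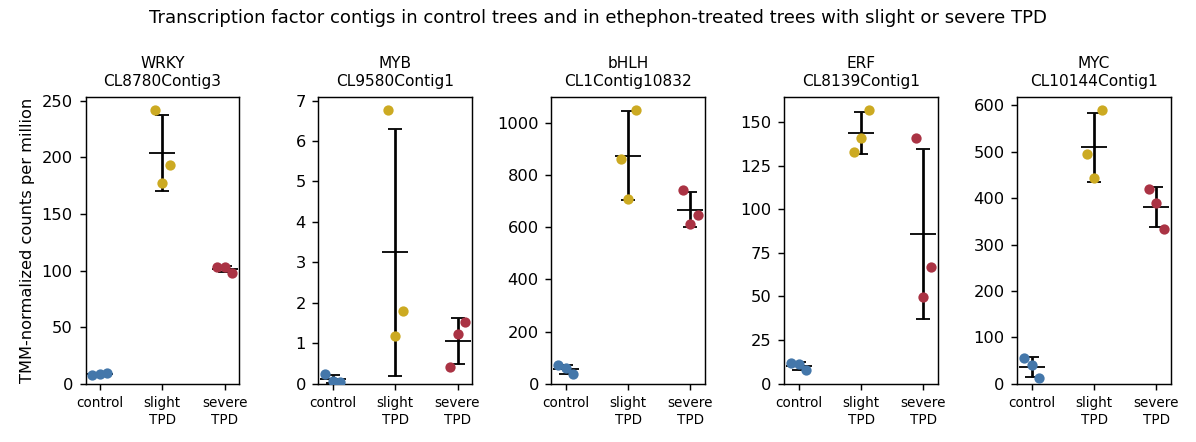
TMM-normalized CPM, normalized over all 9 libraries, of the contig with the highest mean count of each family, in control trees and in ethephon-treated trees with slight or severe TPD. Points are trees, and bars show the mean and the SD of 3 trees. For the WRKY contig the control trees lie between 7.47 and 9.90, the slight TPD trees between 177 and 242 and the severe TPD trees between 98.1 and 103.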

For each family of transcription factors, some genes were over- or under-expressed at a similar level, except for ARF, homeobox and MADS box, which had more under-expressed genes (24/33, 34/31 and 8/12, respectively).

**Table 4:** Main transcription factor families regulated in response to ethephon and severity of ethephon-induced TPD.

Transcription factor family	Ethephon vs control			Severe vs slight TPD		
	Total	Up	Down	Total	Up	Down
ERF	39	23	16	3	1	2
ARF	33	9	24	3	0	3
WRKY	31	16	15	4	4	0
Homeobox	31	7	24	5	0	5
bHLH	29	13	16	2	0	2
MYB	21	10	11	6	1	5
MADS box	12	4	8	1	0	1
TCP	12	5	7	2	0	2
GATA	11	5	6	1	0	1
MYC	9	4	5	1	0	1
HSF	7	4	3	2	0	2
NAC	4	1	3	1	0	1
GRAS	3	0	3	2	2	0
Other	74	32	42	17	3	14
Total	316	133	183	50	11	39

The comparison of slight and severe ethephon-induced TPD trees revealed a dramatic drop in the number of regulated transcription factors from 316 to 50 (Table 4). 

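None of the 37 transcription factor contigs tested passed the quasi-likelihood test between severe and slight TPD trees, which recovered only 12% of simulated changes of a log2 fold change of 1, so a change is not excluded. The contigs nearest to a call had lower mean counts in severe TPD. CL8780Contig3, the WRKY40-like contig, was at 104 ± 2.99 CPM in severe TPD (SD, n = 3 trees), and its adjusted p was 0.0794 from edgeR's quasi-likelihood test and 0.00129 from its exact test. CL4294Contig4, similar to the light-response factor HY5, was at 3.86 ± 1.48 CPM in severe TPD and 11.9 ± 1.86 in slight TPD, a log2 fold change of -1.62 (standard error 0.32, adjusted p = 0.117 from edgeR's quasi-likelihood test and 0.00125 from its exact test). CL15911Contig1, the ZAT5-like zinc finger contig, was at 14.7 ± 4.34 CPM in severe TPD and 29.3 ± 7.16 in slight TPD (standard error of the log2 fold change 0.26, adjusted p = 0.231 from edgeR's quasi-likelihood test and 0.0389 from its exact test), and these 3 contigs were chosen after their values were seen. CL18268Contig1, CL7976Contig1 and CL1Contig1432 were nearer to a call than CL15911Contig1 (adjusted p = 0.194, 0.194 and 0.215 from edgeR's quasi-likelihood test) and were lower as well. On the sign of the paper's log2 column for severe TPD, a lower count in severe TPD stands for over-expression. Of 37 tested transcription factors, edgeR's quasi-likelihood test called 0, the exact test and DESeq2 each 6 lower and 0 higher, and an unadjusted p under 0.05 gave 1 higher and 11 lower. Adjusted over the list alone, 7 were lower and 0 higher. All of the 7 were among the contigs that the study had chosen as over-expressed by ethephon on these libraries, so the count is not independent evidence of direction, and of the 17 tested contigs taken by name alone 1 was higher and 1 lower at an unadjusted p under 0.05.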

The under/over-expressed transcription factor ratio increased from 1.38 (183/133) in slight TPD-affected to 3.54 (39/11) in severe TPD-affected trees, highlighting a general decrease in plant signalling. Most of the TF families were under-expressed, except the GRAS family, which belongs to the SCARECROW (SCR) subfamily. They were identified in latex but were reversely regulated for slight TPD-affected (3 under-expressed) and severe TPD trees (2 over-expressed).

## Discussion

This study reports on the first deep RNA sequencing in the latex of ethephon-induced TPD-affected trees. It was made possible by the selection of slight and severe TPD-affected trees producing latex, based on the monitoring of TPD occurrence in a large panel of trees for 3 years. Latex from TPD trees was collected just before the tapping cut became totally dry. Several other studies were previously carried out on latex from healthy trees only, notably to understand molecular mechanisms related to rubber production^21,24–28^. With regard to TPD, some gene expression markers, such as *HbMyb1, HbTOM20* and *HbTCTP1*, have been identified through differential display RT-PCR, microarrays and suppression subtractive hybridization^9–11,15,29^. 

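Of 6 MYB contigs on the transcription factor list, 2 had enough counts to be tested, CL9580Contig1 and CL9580Contig2. The 6 were not matched to the MYB genes the paper counts. Both tested contigs match the MYB factor APL of phloem development and may not be separate genes. In severe TPD they were at 1.09 ± 0.596 and 0.671 ± 0.472 CPM, against 3.33 ± 3.13 and 2.86 ± 2.45 in slight TPD (SD, n = 3 trees per group). The log2 fold changes were -1.64 (standard error 0.71, adjusted p = 0.517 from edgeR) and -2.12 (standard error 0.75, adjusted p = 0.408 from edgeR). That of CL9580Contig1 was -0.52 without slight TPD replicate 1 and ranged from -2.03 to -0.52 over its alternatives, and CL9580Contig2 had too few counts to be tested when a slight TPD tree was left out. Neither passed the test under any alternative in which it was tested, where the lowest adjusted p was 0.166 and 0.0542 from edgeR. With ethephon they rose by 4.71 and 3.85 on the log2 scale. The study chose both as over-expressed by ethephon on these libraries, so this direction is not independent evidence. On the sign of the paper's log2 column for severe TPD, under-expressed stands for a higher count in severe than in slight TPD trees.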

The expression of six *MYB* genes was changed in ethephon-induced TPD-affected trees (one over-expressed and five under-expressed). In contrast, none of the other candidate genes was associated with TPD, neither *HbTOM20* (2 contigs (CL1183Contig1 and CL1183Contig4) not expressed in latex) nor *HbTCTP1*, despite the high expression of one of the two contigs, CL1Contig21026 (107-142 reads) and CL1Contig7138 (41881-52466 reads). This variability in gene expression markers reveals that some candidate genes are associated with either clonal response or certain environmental or experimental conditions, and are not directly related to the biological process studied. In addition, these technologies provided a partial and a-priori view of transcriptome expression. 

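The HbTOM20 contigs CL1183Contig1 and CL1183Contig4, which encode a receptor for protein import into mitochondria, had too few pairs to be tested. CL1183Contig1 had 1 to 14 pairs per library, with 19 pairs in control trees, 14 in slight TPD trees with ethephon and 9 in severe TPD trees. CL1183Contig4 had 1 pair in control trees and 4 in severe TPD trees, and 0 of 56794295 pairs in slight TPD trees with ethephon, which allows a CPM of up to 0.0528, for counting error only. The HbTCTP1 contig CL1Contig7138, a translationally controlled tumour protein, had a normalized count of 52430 ± 9791 in control trees, 41300 ± 10950 in slight TPD trees with ethephon and 52500 ± 12630 in severe TPD trees (SD, n = 3 trees). Its log2 fold change was -0.33 with ethephon (standard error 0.26, adjusted p = 0.394 from edgeR) and 0.35 in severe TPD (standard error 0.27, adjusted p = 0.707 from edgeR). The other HbTCTP1 contig, CL1Contig21026, had normalized counts of 142.8 ± 149.1, 106.5 ± 86.4 and 102.9 ± 33.2 in the same groups. Its log2 fold change was -0.40 with ethephon (standard error 0.75, adjusted p = 0.734 from edgeR) and -0.05 in severe TPD (standard error 0.54, adjusted p = 0.98 from edgeR). The signs changed with the trees included: the ethephon value was 0.89 without control replicate 3 and 0.01 without slight TPD replicate 2, and the severe TPD value was 0.82 without slight TPD replicate 1 and 0.18 without severe TPD replicate 2.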

More recently, high-throughput sequencing was used to describe global gene expression changes in bark^17,18^. Ethephon-induced TPD resulted in an overall decrease in gene expression, which was less in latex (631 DEGs) than in bark (8,137 and 22,577 DEGs)^17,18^. The down-regulation of some genes related to rubber biosynthesis in bark^17,18^ was confirmed at protein level^20^. Bark tissue consists of several cellular types (phloem, laticifer, vascular rays, sclereid). The larger number of over-expressed DEGs in bark, compared to latex, suggests that either at least one bark tissue type other than laticifers might maintain a certain level of metabolic activity and gene expression, or the greater stringency in this study led to fewer DEGs being selected.

Ethephon is applied to the tapping cut of certain rubber clones to stimulate latex metabolism and prolong latex flow, and consequently latex production^30^. Rubber clone PB 260, studied in this paper, has an intrinsic high latex metabolism^6^. For this clone, ethephon application can accelerate TPD occurrence: more than 60% of ethephon-treated trees were severely affected by TPD after 15 months of stimulation, while a small number of trees had a partial dry cut without ethephon treatment^6^. Several reports have revealed the dramatic change in gene expression in latex from ethephon-treated trees using RNA sequencing (8111 DEGs for clone PB 260 (this study), 10216 DEGs for clone PR 107^24^, 509 DEGs for clone Reyan7-33-97^23^), and cDNA microarrays (163 DEGs^31^). A proteomics analysis of ethylene-stimulated rubber latex identified 143 and 404 ethylene responsive latex proteins using mass spectrometry from 2-DE and DIGE gels, and iTRAQ, respectively^32^. The present study actually revealed only 3,883 over-expressed DEGs, mostly involved in “cellular process”, “metabolic process”, “binding” and “catalytic activity”. Wang and co-workers concluded that ethylene improves carbohydrate catabolism and energy production but not rubber biosynthesis itself directly^32^, confirming rapid acceleration of the glycolytic pathway supplying precursors for the biosynthesis of IPP, as suggested by Liu and co-workers too^24^.

Ethylene biosynthesis and signalling pathways are particularly affected by ethephon stimulation. Following the first isolation of ethylene biosynthesis genes^33,34^, a genome-wide analysis showed that the *Hevea* genome activated 8 genes encoding S-adenosyl-L-methionine synthase (SAMS), 14 genes encoding 1-aminocyclopropane-1-carboxylic acid (ACC) synthase (ACS) and 16 genes encoding ACC oxidase (ACO)^23^. Although 7 ACS and 8 ACO contigs were identified in the present RNA sequencing analysis, a small number of counts confirmed previous assumptions of low ethylene production in latex^23,33^. By contrast, latex cells are well-equipped for ethylene perception and signalling. A large number of ethylene receptors were expressed: 7 contigs in clone PB 260 (present work, Suppl. Data 4) and 4 genes in clone Reyan7-33-97^23^. The reference genome has 181 Ethylene Response Factors (ERF)^23^, while only 91 have been classified and functionally verified^21^. For rubber clone PB 260, 27 and 39 DEGs encoding ERF were identified in latex by Piyatrakul and co-workers^21^ and in the present study, respectively. In clone Reyan7-33-97, 21 DEGs were reported^23^. These results suggest a regulation of ethylene responsive genes in latex by ERFs in these rubber clones. Several members of three ERF groups (I, VII, VIII) are highly expressed in latex^21^. HbERF-II and HbERF-VIIIa deduced proteins contained the repressor EAR motif. Their high expression under normal conditions suggests a certain negative control of ethylene response. By contrast, their lowering in TPD-affected trees is expected to activate ethylene responsive genes. This deregulation could be the source of latex cell dysfunction. Several members of HbERF-IX are assumed to be essential integrators of complex hormonal signalling pathways in *Hevea*. HbERF-IXc4 and HbERF-IXc5 are two orthologs of ERF1, which is at the crosstalk of the ethylene and jasmonate signalling pathways^35^. Lastly, ethylene stimulation induced several families of microRNAs^36–38^. This also suggests post-transcriptional regulation by ethylene.

This study also revealed dramatic down-regulation of DEGs related to jasmonic acid (JA) stimulus, carbohydrate and wounding responses. 

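For the contigs of jasmonate synthesis no difference between severe and slight TPD trees passed the test, which recovered only 12% of simulated changes of a log2 fold change of 1 in this comparison, so a change in either direction is not excluded. The paper's log2 column for severe TPD has the opposite sign to its own group means in 751 of 751 held contigs. On that sign, down-regulation stands for a higher count in severe than in slight TPD trees. The allene oxide synthase contig CL1Contig911 was at 83.8 ± 54.8 CPM in severe TPD (SD, n = 3 trees), a log2 fold change of -0.51 against slight TPD (standard error 0.43, adjusted p = 0.729 from edgeR), which was -1.19 without severe TPD replicate 1 and -0.13 without slight TPD replicate 3, the range over its alternatives. For the phospholipase A1-like contig CL1Contig21396 the log2 fold change was -0.26 (standard error 0.24, adjusted p = 0.747 from edgeR), and -0.01 without slight TPD replicate 3. The lipoxygenase 6-like contig CL1554Contig7 had 0.01 (standard error 0.25, adjusted p = 0.991 from edgeR), which turned to -0.11 without slight TPD replicate 2 and to -0.30 without severe TPD replicate 1. Of 6 tested contigs of the list, 0 were called by edgeR's quasi-likelihood test, its exact test or DESeq2, 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The median log2 fold change of the list was -0.384. The study chose 5 of the 6 as over-expressed by ethephon on these libraries, so the list is not independent evidence of direction.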

Tapping induces mechanical wounding, which is responsible for jasmonate production. Several upstream regulators down-expressed during TPD occurrence may explain these results. For instance, MYC transcription factors involved in the activation of JA-responsive genes were strongly under-expressed by ethephon^39^. Regulation of *MYC* gene expression by ethephon was confirmed by this study as well as in TPD-affected trees. 

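The MYC contig CL10144Contig1, named lMYC5 and similar to MYC4, a factor that activates jasmonate-responsive genes, was higher with ethephon. It went from 36.3 ± 22.2 to 521 ± 77.1 CPM (SD, n = 3 trees per group), a log2 fold change of 3.84 (standard error 0.49, adjusted p = 0.000783 from edgeR). In severe TPD trees it was at 392 ± 44.1 CPM, a log2 fold change of -0.42 against slight TPD (standard error 0.18, adjusted p = 0.524 from edgeR). It was the one MYC contig with an annotation held, and the study chose it as over-expressed by ethephon on these libraries, so its direction is not independent evidence.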

Several ethylene signalling transcription factors are also known to drive the response to jasmonate. The EIN3 gene, which encodes a primary transcription factor of the ethylene signalling pathway, is induced by both methyl jasmonate and ethylene, and might control JA/ethylene-responsive genes^36,40^. ERFs from groups II and VIII can also more specifically control JA-responsive genes. Contig CL17512Contig1 corresponding to HbERF-IIb2, an ortholog of ORA57 involved in the control of JA biosynthesis^35^, was expressed at a very low level. This confirms previous assumptions that the expression of most genes related to jasmonate synthesis is repressed in TPD-affected trees^18^.

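CL17512Contig1, the contig of HbERF-IIb2, had 1 pair over the control trees, 3 pairs over the slight TPD trees with ethephon and 3 pairs over the severe TPD trees. No library held more than 3 of these pairs, at 60869966 counted pairs over the severe TPD trees. The contig did not pass the count filter and was not tested, and at these counts a difference between groups was not detectable. After describing the very low level of this contig, the paper states that earlier work had assumed a repression of most genes of jasmonate synthesis in trees with TPD, and that its result bears this out.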

The involvement of oxidative stress in TPD was recently reviewed^2^. This study showed that ethephon stimulation and TPD severity respectively induced the under-expression of 113 and 34 genes, which are related to “oxido/reductase activity” (Suppl. Data 8). 

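Of 15 tested oxidation and reduction contigs, 2 rose and 2 fell with ethephon. The tropinone reductase contig CL1028Contig8 rose from 12.7 ± 3.01 to 33.0 ± 3.18 CPM (SD, n = 3 trees per group), a log2 fold change of 1.37 (standard error 0.21, adjusted p = 0.00171 from edgeR), and the reticuline oxidase contig CL10740Contig1 rose by 1.55. CL10303Contig2, listed for its oxidoreductase term, fell by 2.37 on the log2 scale. The counts were the same when adjusted over the list alone. In severe TPD CL10303Contig2 was at 1.70 ± 0.337 CPM against 0.394 ± 0.118 in slight TPD, a log2 fold change of 2.12 (adjusted p = 0.12 from edgeR's quasi-likelihood test and 0.00393 from its exact test). CL10108Contig1, another contig of the list, had 2.52 (standard error 0.61, adjusted p = 0.194 from edgeR's quasi-likelihood test and 0.00328 from its exact test), and both were chosen after their values were seen. Of 16 tested contigs the quasi-likelihood test called 0 in severe TPD, and 2 were higher and 0 lower by the exact test, by DESeq2 and adjusted over the list alone, with 2 higher and 1 lower at an unadjusted p under 0.05. Of 13 contigs of reactive oxygen and antioxidants, the quasi-likelihood test, the exact test and DESeq2 called 0 in severe TPD, also adjusted over the list alone, and 2 were lower at an unadjusted p under 0.05. The study chose 9 of these 13 as over-expressed by ethephon on these libraries, so their direction is not independent evidence. On the sign of the paper's log2 column for severe TPD, under-expressed stands for a higher count in severe than in slight TPD trees.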

Other transcriptomic and proteomic analyses also highlighted that ROS metabolism, the ubiquitin-proteasome pathway and programmed cell death were associated with TPD occurrence^29,41^. The involvement of reactive oxygen species in the latex metabolism and TPD syndrome, and the wounding tolerance of rubber trees, suggest that some HbERFs from group VII, involved in the response to hypoxia, might play a major role in latex production. Several members of three ERF groups (I, VII, VIII) are highly expressed in latex^21^. In TPD-affected trees, the consumption of oxygen by NADH-cytochrome-c-oxidoreductase from lutoids is particularly high^42^. According to these authors, NADH-dependent oxygen consumption is inhibited by superoxide dismutase activity^43^. ERF-VII transcription factors are known to regulate hypoxia-responsive genes. HbERF-VIIa17, an ortholog gene of AtEBP, might play a role in the response to the accumulation of reactive oxygen species occurring during latex regeneration^21^.

To conclude, this study is the first high-throughput RNA sequencing in latex at the onset of ethephon-induced TPD. The overall differentially expressed genes associated with ethephon stimulation and the severity of TPD have been identified and a gene network has been proposed to address this issue. The depression in jasmonate response and ROS-scavenging systems were a common feature observed in latex (this study) and in bark (previous studies). Allelic variation in the sequences of gene expression markers associated with TPD might be exploited on already mapped and phenotyped segregating populations in order to identify the genetic markers associated with phenotypes related to latex production and TPD susceptibility.

## Methods

### Plant material

Latex was collected from 9-year-old trees of clone PB 260 at the Sembawa Research Centre belonging to the Indonesian Rubber Research Institute (Palembang, Sumatra, Indonesia). Trees were tapped for three years using the S/2 d2 harvesting system (semi-spiral and tapping every two days) with or without application of 2.5% ethephon 12 times a year (ET 12/y). The dry cut length (DCL) was monitored after tapping for 3 years. Trees were categorized as slight- (<25% of DCL) or severe-TPD trees (>75%) according to the mean DCL for the last year of tapping. Nine trees were selected for further RNA sequencing: three slight-TPD trees under S/2 d2 (control), three slight-TPD trees under S/2 d2 ET 12/y, and three severe-TPD trees under S/2 d2 ET 12/y.

### Total RNA isolation

For each selected tree, 6 mL of latex was collected in a 15-mL Falcon tube containing 6 ml of 2X alkaline fixing buffer (0.1 M Tris-HCl, 0.3 M LiCl, 10 mM EDTA, 10% SDS pH 9) with constant manual mixing, and immediately deep-frozen in liquid nitrogen. Total RNAs were isolated using the caesium chloride (CsCl) cushion method adapted from Sambrook^44^ by Duan and coll.^36^. Latex samples were thawed in a water bath at 50 °C and transferred to centrifuge tubes. After centrifugation for 30 min at 15,000 *g* at 20 °C, the aqueous fraction was transferred to a 13 mL-tube, then the volume was adjusted to 10 mL with extraction buffer containing 4 M guanidium isothiocyanate, 1% sarcosine, 1% polyvinylpyrrolidone and 1% ß-mercapto-ethanol. After homogenization, the tubes were kept on ice, then centrifuged at 10,000 g at 4 °C for 30 minutes. The supernatant was transferred to a new tube containing 3 mL of 5.7 M CsCl. Ultracentrifugation in a swinging bucket was carried out at 82,705 *g* at 20 °C for 20 hours. The supernatant and caesium cushion were discarded whilst the RNA pellet was washed with 70% ethanol. After 30 minutes of air drying, the pellet was dissolved in 200 µL of sterile water. Although DNA could not cross the caesium cushion for this centrifugation condition, a DNAse treatment was performed using TurboDNAse (Ambion, Life Technologies, Carlsbad, USA). DNA contamination was then checked by PCR amplification using primers of the *Actin* gene including the intron sequence. RNAs were conserved at −80 °C pending further analysis.

#### RNA sequencing and count analysis

The quality and quantity of total RNA samples were checked using the Agilent Bioanalyzer and Quant-iT RiboGreen RNA Assay Kit, respectively. The sequencing technology used was an Illumina Hiseq 2000 (thanks to IG-CNS for allowing us privileged access to carry out sequencing). RNA-seq libraries were produced by the TruSeq_Stranded_mRNA_SamplePrep_Guide_15031047_D protocol (Illumina®, California, U.S.A.) using 2 µg of total RNA. The RNA-seq samples were sequenced in paired-end (PE) mode with a sizing of 260 bp and a read length of 100 bases. Seven samples per Hiseq 2000 lane were analysed using individual bar-coded adapters, generating approximately 60 million PE reads per sample.

Each RNA-seq sample followed the same pipeline of bioinformatics analyses from trimming to the counting of transcript abundance as follows. Read pre-processing criteria included trimming library adapters and performing quality control. The raw data (fastq) were trimmed by the fastx toolkit for Phred Quality Score Qscore >20, read length >30 bases, and the ribosome sequences were removed with the sortMeRNA tool^45^. The mapper Bowtie version 2^46^ was used to align reads against the rubber clone PB 260 reference transcriptome^21^ (with–local option and other default parameters). Reads were counted for the 86,941 contigs. The abundance of each contig was calculated by a local script which parses SAM files and counts only paired-end reads for which both reads map unambiguously one contig, removing multi-hits. According to this procedure, around 95% of PE reads were associated with a contig.

Statistical analyses were carried out with R software (version 3.3.1) and the edgeR package (version1.12.0). Library sizes were normalized using the TMM method. A differential expression analysis was performed using an exact test based on negative binomial distribution using an empirical Bayes estimation of the dispersion, where data were filtered by the default mode proposed by edgeR: genes that did not have at least 1 read after a count per million in at least half of the samples were discarded. To control the FDR, raw p-values were adjusted. We considered as being differentially expressed, those contigs with an adjusted p-value under 0.05, fulfilling criteria for a robust RNA-Seq analysis^47^. All steps of the transcriptomic experiment, from growth conditions to bioinformatic analyses were stored and managed through the CATdb database^48^ (http://tools.ips2.u-psud.fr.fr/CATdb/) Project_ID NGS2014_07_Hevea according to the “minimum information about a high-throughput sequencing experiment” standards.

A principal component analysis (PCA) and heatmap clustering analysis were performed using the R Mixomics and flashClust packages, respectively, after log transformation of the normalized count data. Data scaling and the Euclidean distance were calculated by the Pareto and Ward methods, respectively.

A BINGO network analysis was carried out using Cytoscape 3.4.0 for the DEG groups. DEGs were converted into their respective *Arabidopsis thaliana* orthologs selected according to the best e-values. The At DEGs were implemented to perform gene ontology (GO) enrichment using the BiNGO plugin (Cytoscape© software)^49^ following the procedure by default. Briefly, over-representation of the biological process was assessed when compared to *Arabidopsis thaliana* whole annotation as the reference. A hypergeometric test was used as a statistical test, then multiple testing correction was applied using Benjamini & Hochberg False Discovery Rate (FDR) correction at the significant level of 0.05. The Bingo graph represents the over-represented GO category as nodes. Node size is proportional to the gene number related to the respective category. The colour of the nodes represents the significance of the over-representation, with a colour scale ranging from yellow at a p-value of 0.05 to dark orange at a p-value corresponding to 5 orders of magnitude smaller than the significance level (10^−5^ × 0.05).

### Data deposition

The RNA sequencing data have been submitted to the international repository GEO (Gene Expression Omnibus, Edgard R. *et al*. 2002, http://www.ncbi.nlm.nih.gov/geo) ProjectID GSE101568.

## Electronic supplementary material

Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

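The series holds latex RNA sequencing libraries of 21 rubber trees, 9 of clone PB 260, which the paper analyses, and 12 of clone PB217, which its text does not describe. The conditions of the PB217 libraries were read from the sample titles, and their clone and disease state are also in the sample records. The sample records describe every library as untreated and call the slight TPD trees of PB 260 healthy, and for PB 260 the paper was followed. Each file gives, for each of 86941 contigs of the PB 260 reference transcriptome, the raw number of read pairs with both mates on the contig. The authors trimmed reads with the fastx toolkit, removed ribosomal reads and mapped with Bowtie2 in local mode (the sample records also name TopHat2), and a local script counted pairs after removing reads that hit several contigs. These steps were not repeated. The total in each file header equals the pairs given in Supplementary Data 2 for 9 of 9 PB 260 libraries. PB217 libraries held 16694058 to 23126417 counted pairs.

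Counts were analysed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. For each comparison only its own 6 libraries were used, contigs with a CPM of at least 1 in at least 3 libraries were kept, and counts were normalized by TMM. The test was edgeR's quasi-likelihood F test after estimating dispersions, with Benjamini-Hochberg adjustment and a threshold of 0.05 (prior count 0.125 for fold changes). Group levels are TMM-normalized CPM with the SD between trees. The comparisons were slight TPD trees with ethephon against control, severe against slight TPD trees with ethephon, severe TPD trees against control, and, in PB217, ethephon against control at month 1 and TPD against control at month 36. A clone difference in the response was tested as an interaction over 12 libraries. With 3 trees against 3, an exact two-sided permutation test of a single contig cannot give a p under 0.1, so contigs were tested only with models fitted across all contigs.

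On simulated counts in which 100 contigs changed by a log2 fold change of 1 and 100 by 2, the quasi-likelihood test recovered 23% and 91% in the ethephon comparison, with 6 false calls. In the comparison of severe and slight TPD it recovered 12% and 77% with 9 false calls, edgeR's exact test 42% and 93% with 53 false calls, and DESeq2 43% and 91% with 59 false calls.

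Before the data were examined, the alternatives were fixed: DESeq2 size factors, no count filter, DESeq2's Wald test, edgeR's exact test with tagwise dispersion (the test the paper names), all libraries of a clone in one fit, the replicate number as a block, leaving out each library in turn, and for the PCA all contigs, no log and no scaling. So were the rule for named contigs and 15 lists of contigs: jasmonate synthesis, transcription factors, isoprenoid and rubber synthesis, defence and wounding, oxidation and reduction, reactive oxygen and antioxidants, ubiquitin and proteolysis, pentatricopeptide repeat proteins, fatty acid synthesis, chaperones, sphingolipid synthesis, protein kinases and phosphatases, the cell wall, and best matches to powdery mildew and to photosynthesis as signs of other organisms and green bark cells. The rule names every contig the paper names, the 10 largest fold changes in each direction among called contigs with an informative annotation whose groups do not overlap, the 3 list members with the highest mean count, and the 2 largest unannotated contigs in each direction. The text names a part of these contigs, and contigs named outside the rule were chosen after their values were seen. The fold changes of single named contigs under the alternatives, and a count filter over all libraries of a clone, were added after the data were seen.

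Annotation was held for 1799 of the first 1984 contigs by name in Supplementary Data 3 and for the most over-expressed contigs of Supplementary Data 4, of which 85 are on lists. Since annotation was held for part of the contigs, enrichment of gene ontology terms and counts of whole gene families were not analysed here.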

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

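The tests in this part were set before the results were seen, except that a first run drew 49 relabellings for the clone difference and the planned 99 were run after that result was seen.

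The paper does not report on the PB217 libraries. At month 36, in trees with TPD and ethephon against control trees, 1314 contigs were higher and 1290 lower of 29124 tested. Ethephon, TPD and harvest day change together between these groups. With one tree fewer in a group the counts changed: without control replicate 1, 2 or 3 there were 8, 155 and 0 higher and 7, 86 and 0 lower contigs, and without TPD replicate 1 or 3 there were 316 and 2125 higher and 249 and 2486 lower. The real division of the 6 libraries called 2604 contigs and was 1 of 10 divisions into 3 and 3, the highest other called 0, and the divisions are too few for a share under 0.05.

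Between the clones, the response to ethephon with TPD at month 36 differed for 49 contigs by an interaction test, with 5 showing a higher and 44 a lower log2 fold change in PB217. Clone changes together with other fields of the sample titles, whose meaning for PB217 the paper does not describe. Of 100 relabellings of condition within each clone, the real one included, 3 called as many, and the highest other called 412 contigs. This share does not measure chance for a clone difference, because condition changed contigs in each clone alone (3439 in PB 260 and 2604 in PB217), so a relabelling that keeps the PB 260 labels and mixes those of PB217 makes a clone difference of its own. The relabelling with 412 is of that kind, with all 6 PB 260 labels and 2 of 6 PB217 labels kept, and the 81 that mix both clones called 0. Whether the 49 contigs arose by chance stays open. The higher contigs numbered 8, 1 and 1 without control replicate 1, 2 and 3 of PB 260, 3 and 3 without severe TPD replicate 1 and 2, 1, 2 and 1 without PB217 control replicate 1, 2 and 3, and 3 and 16 without PB217 TPD replicate 1 and 3. The lower contigs numbered 19 and 23 without control replicate 2 and 3 of PB 260 and 22, 27 and 22 without PB217 control replicate 1, 2 and 3.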

How the results depend on the processing

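The fold changes of single named contigs under the alternatives and the count filter over all libraries of the clone were chosen for testing only after the data were seen. Of 42 contigs named for ethephon, all of them called, 41 kept their direction and their call in every alternative run. The remaining contig lost its call in 1 alternative. Contigs not called for ethephon are outside this count, and among them the sign of CL1Contig21026 changed without some libraries. The 2 named contigs called for severe TPD each lost their call without some library. Counts for ethephon stayed within 1.5 times under every alternative of normalization, filter, test, fit and block, and the DESeq2 size factors left 23 of 24 results within it, with 0 contigs called in both comparisons in the same direction. Results for severe TPD moved with the test. Under edgeR's exact test the counts were 493 higher and 74 lower for severe TPD, 171 and 16 for those specific to it, 14 in the same and 366 in opposite directions in both comparisons, 72 and 16 for PB217 at month 1, 2310 and 2355 for PB217 at month 36, and 5 and 10 over the lists. Under DESeq2's Wald test they were 564 and 78, 179 and 18, 14 and 431, 49 and 6, and 2248 and 2627, with 2370 lower for severe TPD against control and 120 and 362 for the clone difference. With no count filter they were 651 and 101, 292 and 39, 18 and 403, 306 and 158, and 3073 and 2719, with 2509 lower for severe TPD against control and 402 and 612 for the clone difference. With the count filter over all 9 libraries of the clone, 3943 contigs were higher and 4255 lower for ethephon, 1 was higher and 0 lower for severe TPD, 0 were specific to it, 0 were in the same and 1 in opposite directions in both comparisons, and CL10293Contig1 was not called in severe TPD (adjusted p = 0.0752 from edgeR). That filter leaves out contigs that reach a CPM of 1 only in the 3 severe TPD trees. Of the 40 contigs called for severe TPD, 25 were also tested for ethephon, so this cannot be the whole cause. With all libraries of a clone in one fit, which takes the same filter, 44 contigs were higher and 1 lower in severe TPD. In that fit 12 were higher and specific to severe TPD and 32 were opposite in both comparisons. It gave 2289 lower for severe TPD against control, and 2925 higher and 3656 lower for PB217 at month 36. Whether the replicate numbers pair the trees stays open: of 9 same-number pairs of libraries 4 had a correlation of residuals over 0.1, from -0.286 to 0.41. The median was 0.0858 for same-number pairs and -0.0595 for the others. With the replicate number as a block, 82 contigs were higher and 6 lower in severe TPD, 44 and 1 were specific to it, 3 were in the same and 40 in opposite directions in both comparisons, 6 were higher for PB217 at month 1, 3 were higher for the clone difference, and CL1554Contig7 had a log2 fold change of -0.031 in severe TPD. Over all contigs that passed the filter the PCA axes held 40.3 and 24.4%. The cause was not tested for any of these.

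Leaving out each library in turn, with fewer trees in a group, gave 2397 to 3671 higher and 2757 to 4219 lower contigs for ethephon, 0 to 74 and 0 to 2 for severe TPD, 0 to 27 and 0 to 0 for those specific to it, 0 to 3 in the same and 0 to 48 in opposite directions, 560 to 1515 and 441 to 1612 for severe TPD against control, 0 to 2 and 0 to 0 for PB217 at month 1, 0 to 2125 and 0 to 2486 for PB217 at month 36, and 1 to 16 and 19 to 62 for the clone difference. The lowest counts came without slight TPD replicate 3 for ethephon and severe TPD and without PB217 control replicate 3 for month 36, and the highest for severe TPD came without severe replicate 2. The first PCA axis held 66.7 to 79.4% and the second 6.21 to 14.8%. The log2 fold change of CL1Contig21026 ran from -1.25 to 0.89 with ethephon (0.89 without control replicate 3 and 0.01 without slight TPD replicate 2) and from -0.45 to 0.82 in severe TPD (0.82 without slight TPD replicate 1 and 0.18 without severe TPD replicate 2). For CL1554Contig7 in severe TPD it ran from -0.30 without severe replicate 1 to 0.19, with -0.11 without slight TPD replicate 2. Of 162 such results 93 were the same, 65 moved and 4 reversed. Depth limits contigs under a CPM of 1, which were not tested. Contigs that reach that level only in the severe TPD trees also went untested when a severe tree was left out.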

Differences from the paper's values

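The alternatives named in this part were set before the data were examined. In the held part of Supplementary Data 3, the log2 column for severe TPD has the opposite sign to the group means beside it for 751 of 751 contigs, and the ethephon column follows its means for 784 of 784. The paper's severe TPD column correlates with the log2 fold changes computed here at -0.99992 over 719 contigs, and its ethephon column at 0.99991 over 724. Of 18 held contigs that the paper calls for severe TPD, 15 have a severe mean above the slight mean and a negative log2 value in the paper's column. The values below are therefore given on the sign of the paper's column, in which over-expressed stands for a lower count in severe than in slight TPD trees. The slight and severe means in that table correlate at 0.99988 and 0.9999 with those of the deposited libraries under the same labels, so the headings of the means match the deposit and the sign of the log2 column is what disagrees. Whether the deposited labels match the trees was not tested.

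On that sign the paper gives 97 over-expressed and 631 under-expressed contigs for severe TPD, 728 in total, and the values here were 0, 40 and 40 (on the direct sign 40 higher and 0 lower). The exact test of edgeR, the test the paper's methods name, gave 74 and 493, DESeq2's Wald test 78 and 564 and no count filter 101 and 651, which are 3 of 12 alternatives within 1.5 times of the paper's values. The other 9, which are the DESeq2 size factors, all libraries of a clone, the replicate block and each left-out library, differed. For contigs specific to severe TPD the paper gives 28 over-expressed, 244 under-expressed and 272 in total, and the values here were 0, 22 and 22. Of 15 alternatives, 1 was within 1.5 times for the 28 (39 with no count filter) and 3 for the 244 and for the 272 (171 by the exact test, 179 by DESeq2 and 292 with no filter for the 244), and the others differed. The paper gives 456 contigs called in both comparisons and the value here was 18, with 3 of 15 alternatives within 1.5 times, again the exact test, DESeq2 and no count filter. The second PCA component holds 30% in the paper and 11.8% here, where 1 of 12 alternatives, all contigs that pass the filter, came within 1.5 times at 24.4%.

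The paper states that most contigs regulated in severe TPD are under-expressed. On the direct sign of the counts, edgeR's quasi-likelihood test called 40 higher and 0 lower, its exact test 493 higher and 74 lower, and an unadjusted p under 0.05 gave 1971 higher and 888 lower. On the sign of the paper's column these are mostly under-expressed, so the difference in direction goes with the sign. The exact test called 11 of the 18 held contigs that the paper calls. The paper states that severe TPD accentuated the ethephon changes of the shared contigs, while the shared contigs here were 17 in opposite directions and 1 in the same by the quasi-likelihood test, and 366 and 14 by the exact test. On the sign of the paper's column the contigs in opposite directions would be in the same direction, so this difference goes with the sign as well. The paper places severe against slight TPD on the first PCA axis and ethephon against control on the second, while here the first axis separated control trees (-85.1) from ethephon-treated trees (59.5 and 25.6). The paper's main clusters are severe and slight TPD trees, while here they were control trees and ethephon-treated trees in each alternative of the PCA. Except for the alternative over all contigs that passed the filter, these used contigs selected for the ethephon difference.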

Other observations

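The tests on contig length, depth and exchange of severe TPD replicate 2 and on the shift that abundant contigs can give, and the count filter over all 9 libraries, were chosen after the result was seen, and the other tests of this part were set before.

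With ethephon, 8 of 17 tested contigs of ubiquitin and proteolysis rose and 1 fell, also when adjusted over the list alone. CL6409Contig1, similar to metalloendoproteinase 1, rose from 3.62 ± 1.84 to 117 ± 45.5 CPM (SD, n = 3 trees per group), a log2 fold change of 5.01 (standard error 0.45, adjusted p = 0.000207 from edgeR). The study chose 7 of these 8 as over-expressed on these libraries, so the count is not independent evidence of direction. Of 5 contigs of sphingolipid synthesis, membrane lipids built from long-chain bases, 2 rose and 0 fell by edgeR's quasi-likelihood test, its exact test, DESeq2 and an unadjusted p under 0.05, also when adjusted over the list alone. CL100Contig24, similar to a subunit of serine palmitoyltransferase, rose by 0.91 on the log2 scale (standard error 0.21, adjusted p = 0.011 from edgeR). Of 2 tested contigs matched to photosynthesis, CL24951Contig1 rose by 4.08, and the study had chosen it, while the other was not called, also adjusted over the list alone. In severe against slight TPD, none of 4 sphingolipid, 2 photosynthesis and 1 powdery mildew contigs was called by edgeR's quasi-likelihood test, its exact test or DESeq2, adjusted over the list alone or at an unadjusted p under 0.05.

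Severe TPD trees differed from control trees, a comparison the paper does not report, in 1972 higher and 1467 lower contigs of 29900 tested. Without control replicate 2 there were 560 and 445, without control replicate 3 629 and 441, without severe replicate 1 1128 and 886, and without severe replicate 3 778 and 581. In PB217 after 1 month, ethephon against control gave 0 higher and 0 lower contigs of 27226 by edgeR's quasi-likelihood test, with 1198 and 1023 at an unadjusted p under 0.05, 72 and 16 by its exact test and 49 and 6 by DESeq2. The real division called 0, as did all 10 divisions of the libraries, and they are too few for a share under 0.05. Without PB217 control replicate 2, 2 contigs were higher.

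Ethephon against control called 8436 contigs in the real division, 1 of 10 divisions into 3 and 3, and the highest other called 0, but these are too few for a share under 0.05. A few abundant contigs taking most of the counts are argued against: the 50 most abundant held 13.3 to 21.1% of pairs, which can shift all others by a log2 of at most 0.137 between libraries, and the smallest absolute log2 fold change of a called contig was 0.443. Harvest day stays open, since control and ethephon-treated trees of PB 260 shared 0 harvest days, so day and ethephon cannot be told apart. The biological explanation, ethephon itself, is therefore untested against the day.

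Severe against slight TPD called 40 contigs in the real division, 1 of 10, and the highest other called 2, too few divisions for a share under 0.05. With the count filter over all 9 libraries, chosen after the result was seen, 1 contig was called. This filter leaves out contigs that reach a CPM of 1 only in the severe TPD trees. Of the 40 contigs, however, 25 were also tested for ethephon, so this cannot be the whole cause of the drop. Abundant contigs are argued against: the 50 most abundant held 13.3 to 19.8% of pairs, which can shift all others by a log2 of at most 0.112, and the smallest absolute log2 fold change of a called contig was 1.27. Reads from powdery mildew stay open: 0% of 11 annotated contigs called by the exact test match mildew, but only 1 of 62 mildew contigs had enough counts to be tested, with 131 to 367 pairs per library over all of them. With ethephon that contig was not called (adjusted p = 0.0585 from edgeR, 1 lower when adjusted over the list alone and at an unadjusted p under 0.05, 0 by the exact test and DESeq2). For the opposite directions of the contigs called in both comparisons, simulated unchanged groups that share the slight TPD libraries gave a covariance of the fold changes of -0.0635 ± 0.00121 (SD of 20 simulations), and the observed one was -0.1899. The simulation drew each contig separately and with the same mean in all groups, so it leaves out trees in which many contigs shift together. The excess in covariance therefore cannot decide whether the shared libraries are the whole cause. The correlation (-0.455 against -0.499 ± 0.00617 simulated) decides nothing, since a real ethephon change brings it nearer to 0. A difference in TPD severity between the groups stays open and was not tested apart from these.

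Severe TPD replicate 2 stood apart from the other severe TPD trees, with 433 contigs over 4-fold lower. A length bias as the whole cause is argued against, since a curve on contig length accounted for 1.24% of its differences, but its median log2 difference was -0.32 over the 698 longest contigs and 0.0838 over short ones, so a part of the pattern may go with length. Depth is argued against, at 19805274 pairs within the range of the other libraries. An exchange with a slight TPD library stays open. No slight TPD library correlated better with the severe TPD trees than with its own group (largest excess -0.00984). Severe TPD replicates 1 and 3, however, correlated at 0.967 and 0.962 with the slight TPD trees and at 0.951 and 0.960 with the other severe ones. Such correlations therefore do not tell the groups apart and cannot decide this. A difference between trees in the stage of TPD may remain, and it was not tested, since the dry cut length could not be matched to single libraries.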
